# Timing Does Matter: Nerve-Mediated HDAC1 Paces the Temporal Expression of Morphogenic Genes During Axolotl Limb Regeneration

**DOI:** 10.3389/fcell.2021.641987

**Published:** 2021-05-10

**Authors:** Mu-Hui Wang, Chia-Lang Hsu, Cheng-Han Wu, Ling-Ling Chiou, Yi-Tzang Tsai, Hsuan-Shu Lee, Shau-Ping Lin

**Keywords:** histone deacetylase, axolotl limb regeneration, blastema, stage-dependent gene modulation, wound epidermis

## Abstract

Sophisticated axolotl limb regeneration is a highly orchestrated process that requires highly regulated gene expression and epigenetic modification patterns at precise positions and timings. We previously demonstrated two waves of post-amputation expression of a nerve-mediated repressive epigenetic modulator, histone deacetylase 1 (HDAC1), at the wound healing (3 days post-amputation; 3 dpa) and blastema formation (8 dpa onward) stages in juvenile axolotls. Limb regeneration was profoundly inhibited by local injection of an HDAC inhibitor, MS-275, at the amputation sites. To explore the transcriptional response of post-amputation axolotl limb regeneration in a tissue-specific and time course-dependent manner after MS-275 treatment, we performed transcriptome sequencing of the epidermis and soft tissue (ST) at 0, 3, and 8 dpa with and without MS-275 treatment. Gene Ontology (GO) enrichment analysis of each coregulated gene cluster revealed a complex array of functional pathways in both the epidermis and ST. In particular, HDAC activities were required to inhibit the premature elevation of genes related to tissue development, differentiation, and morphogenesis. Further validation by Q-PCR in independent animals demonstrated that the expression of 5 out of 6 development- and regeneration-relevant genes that should only be elevated at the blastema stage was indeed prematurely upregulated at the wound healing stage when HDAC1 activity was inhibited. WNT pathway-associated genes were also prematurely activated under HDAC1 inhibition. Applying a WNT inhibitor to MS-275-treated amputated limbs partially rescued HDAC1 inhibition, resulting in blastema formation defects. We propose that post-amputation HDAC1 expression is at least partially responsible for pacing the expression timing of morphogenic genes to facilitate proper limb regeneration.

## Introduction

Axolotls have a remarkable capacity to regenerate multi-tissue structures. Following limb amputation, the exposed wound is covered rapidly by a specialized epithelium derived from keratinocytes around the wound periphery (Chalkley, 1954; Ferris et al., 2010). Rather than the cells migrating across the wound surface, this sheet of epithelial tissue is propelled from behind as cells at the periphery take up water and expand in volume (Tanner et al., 2009). Underneath the wound epidermis, progenitor cells aggregate and lead to the formation of a unique structure called the blastema. The blastema is a combination of lineage-restricted and multipotent progenitors that gives rise to the internal structures of the newly regenerated limb (Kragl et al., 2009; Currie et al., 2016; McCusker et al., 2016; Fei et al., 2017). The correct interaction between the epidermis and the underlying ST is necessary for promoting blastema cell proliferation (Boilly and Albert, 1990) and stump tissue histolysis (Scheuing and Singer, 1957) and guiding blastema outgrowth (Thornton, 1960). Changes in cellular behaviors correlate with changes in transcription (Geraudie and Ferretti, 1998). The cell lineage- and regeneration stage-specific expression patterns of various morphogenesis genes are critical for successful limb regeneration (Monaghan et al., 2009, 2012; Campbell et al., 2011; Knapp et al., 2013; Stewart et al., 2013; Wu et al., 2013; Díaz-Castillo, 2017). These data suggest that regeneration in axolotls is a highly orchestrated stepwise process requiring precise transcriptional modulation.

Many changes during injury are associated with the control of epigenetic mechanisms that alter chromatin structure and the properties of proteins that function in transcriptional regulation and cell signaling (Paksa and Rajagopal, 2017). One of these epigenetic mechanisms involves deacetylation of histone proteins by HDACs to make the regional chromatin structure more compact and has been revealed to be important in amphibian regeneration. HDACs have also been associated with promoting growth and proliferation (Glozak and Seto, 2007). Because of the lack of detailed genomic data until recently (Nowoshilow et al., 2018), few studies have examined epigenetic mechanisms during axolotl regeneration. A study on Xenopus limb bud regeneration showed that histone modifications are important for regulating genes that maintain intrinsic limb-cell identities (Hayashi et al., 2015). Pharmacological blockade of HDACs reduces HDAC activity and inhibits tail regeneration in Xenopus tadpoles and larvae axolotls (Taylor and Beck, 2012). Tseng et al. (2011) also used valproic acid (VPA) and trichostatin A (TSA) to inhibit Xenopus tadpole tail regeneration. The authors observed that *notch1* and *bmp2*, two developmentally regulated genes that are required for Xenopus tail regeneration, were aberrantly expressed upon TSA treatment, consistent with the idea that HDAC activity is required during regeneration to regulate gene expression. In our previous study (Wang et al., 2019), we observed biphasic expression of nerve-mediated HDACs during the wound healing and blastema formation stages of axolotl limb regeneration. Furthermore, we reproducibly demonstrated an obvious reduction in cell proliferation and a prominent absence of limb regeneration upon treatment with two HDAC inhibitors, MS-275 and TSA, suggesting the necessity of HDAC for successful limb regeneration after amputation.

To elucidate the potential mechanism underlying the roles of HDACs in amphibian appendage regeneration, we took advantage of our axolotl limb regeneration model to analyze the alteration of the transcriptome at the wound healing and blastema formation stages when HDAC activity was inhibited by MS-275. We performed unsupervised clustering of genes exhibiting similar expression patterns during early limb regeneration in the epidermis and soft tissue (ST) with or without MS-275 treatment. Using gene set enrichment analysis (GSEA), we found that post-amputation elevation of HDAC expression is required for the correct gene expression timing. Notably, genes involved in tissue development, differentiation, and morphogenesis were prematurely enriched at the wound healing stage upon MS-275 treatment. Q-PCR and functional analysis of candidate genes and pathways in independent animals were performed to further validate the necessity of HDAC1 activity in preventing premature activation of regeneration stage-dependent gene expression.

## Results

### Transcriptome Profiling of the Epidermis and ST During Early Limb Regeneration Upon HDAC1 Inhibition

In our previous study, we demonstrated two waves of HDAC1 expression post-amputation corresponding to the wound healing stage and the duration of blastema formation. Inhibiting HDAC activity with the HDAC inhibitor MS-275 or TSA impaired blastema formation and subsequent limb regeneration ability (Wang et al., 2019; Supplementary Figure 1). To investigate further the transcriptional programming underlying the mechanism of the inhibition of regeneration by MS-275, we performed deep RNA sequencing during early axolotl limb regeneration using the Illumina sequencing platform. 

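The RNA sequencing profiles comprised 20 samples, 10 of the epidermis and 10 of the ST. In each tissue, 5 groups had 2 biological replicates each: 0 dpa, 3 dpa with DMSO, 8 dpa with DMSO, 3 dpa with MS-275 and 8 dpa with MS-275. MS-275 inhibits histone deacetylases and was injected at 25 mM into the amputated limbs, in 2 ml according to the paper's methods and in 2 µl according to the sample labels. The paper names a TruSeq kit for library preparation, and the sample labels name a SureSelect kit. The authors deposited the TPM of each transcript (its share of a sample's transcripts), which they computed with RSEM from reads aligned to the axolotl transcriptome. No reads or counts were used here, so the depth behind each value is unknown and no counting error is given. Between 72566 and 92979 transcripts had a TPM above 0 per sample. The deposited TPM carry no scaling between samples, and the scaling that the paper applied with the trimmed mean of M-values is not included in them. The 10 most abundant transcripts took 26.1% and 14.4% of the TPM in the 2 replicates of ST at 0 dpa. Median ratio factors, which measure how far a sample's typical transcript lies from the tissue's average, were 0.662 and 0.516 in ST at 0 dpa and 1.50 and 1.45 in ST at 8 dpa. Changes were therefore computed from the TPM as deposited and again from TPM divided by these factors, called rescaled TPM below. Comparisons used limma on log2(TPM + 0.1) with all 10 samples of a tissue in one model, over transcripts with a TPM above 0 in at least 5 of the 10 samples. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the transcripts of each comparison, and a transcript with an adjusted p under 0.05 was called changed. An exact permutation test of 2 samples against 2 cannot give a p under 0.333. Replicates were pools of different animals, and the deviations of same-numbered replicates from their group means had a median correlation of -0.00807 over the comparisons, across transcripts, which are not independent replicates. Gene symbols were taken from the 4778 transcripts that shortened copies of the paper's Additional Files B and F pair with one. Genes without such a transcript may be in the full lists. Where several transcripts had the same symbol, the one with the highest mean TPM in the tissue stood for the gene. Means are given with the SD of 2 replicates.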

Gene expression of two types of tissues (epidermis and the underlying ST) treated with DMSO (as a control) or MS-275 at 0 dpa (homeostatic control), 3 dpa (wound healing stage), and 8 dpa (blastema formation stage of regeneration) was profiled (Figure 1A). Tissue samples from 4 limbs of two animals at each time point and for treatment condition were pooled as one biological replicate. In total, 40 limbs from 20 animals were used for the transcriptome analysis.

**FIGURE 1:**
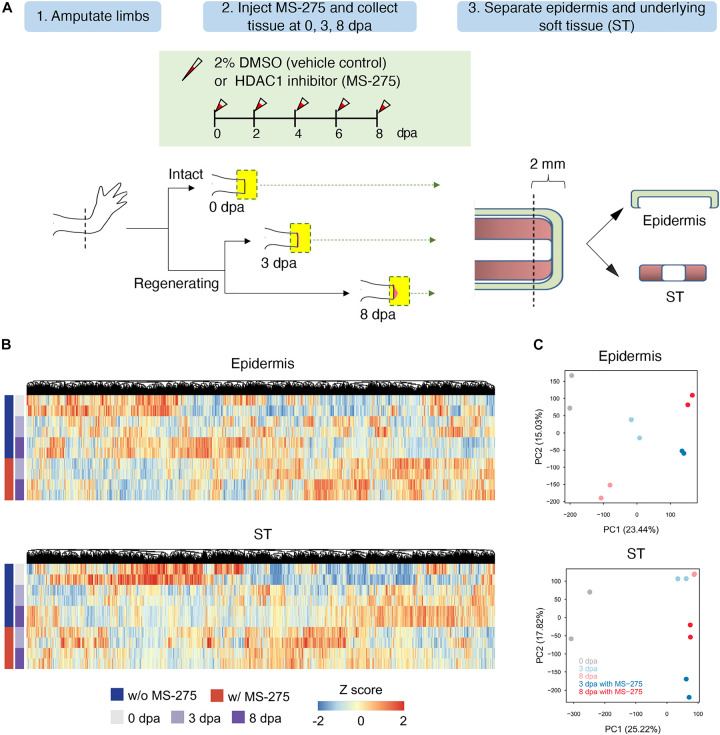
The effect of HDAC1 inhibition on the global transcriptome profiles of the epidermis and ST during the early stage of limb regeneration. **(A)** The HDAC1 inhibitor MS-275 was injected into the amputation site every other day after limb amputation to study the effect of HDAC1 depletion on transcriptome composition during early stage limb regeneration. Two biological replicates each of the epidermis and soft tissue (ST) at 0, 3, and 8 days post-amputation (dpa) were collected from HDAC1 inhibited and vehicle control animals. The epidermis and the underlying soft tissues were separated from the most distal part (2 mm) and then collected from 3 and 8 dpa, corresponding to the wound healing and blastema formation stages, respectively, and compared to the homeostatic control samples collected immediately after amputation. **(B)** Hierarchical clustering of overall transcripts based on the HDAC1 inhibitor MS-275, treatment and regeneration time course in the epidermis and ST. The expression values were transformed into z-scores for each gene, and a range of colors proportionate to the gene expression level are used (low: blue; high: red). See also supplementary Excel sheet 1. **(C)** Principal component analysis (PCA) of transcriptome profiles for the epidermis (top) and ST (bottom). The values in parentheses are the percentages of variance explained by each PC axis.

Because the axolotl genome was incomplete, we mapped sequencing reads to the axolotl transcriptome (Nowoshilow et al., 2018; Supplementary Figure 2A). An average of 78% of sequencing reads from each sample could be aligned to known axolotl transcripts (Supplementary Table 1). To obtain more functional information for each gene, we reannotated the axolotl transcripts by a basic local alignment search tool (BLAST) search against the UniProt database (Supplementary Figure 2A). 

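In the deposited table, 88139 transcripts had a TPM above 0 in at least 5 of the 10 epidermis samples, and 87546 did so in ST. The number depended on the filter. A mean TPM of at least 1 moved it most, to 30707 in the epidermis and 31656 in ST. With a TPM above 0 in any of the 10 samples, it was 128189 in the epidermis and 128897 in ST. With a TPM of at least 0.1 in at least 5 samples, it was 76893 in the epidermis and 78113 in ST.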

There were 127,858 and 128,513 expressed transcripts identified in the epidermis and ST, respectively. 

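Across transcripts, the log2 TPM of the 2 replicates of a group had a Pearson correlation between 0.855 and 0.914 in ST, and between 0.880 and 0.916 in the epidermis. Between samples of different groups, the correlation ranged from 0.744 to 0.879 in ST and from 0.809 to 0.891 in the epidermis. The nearest sample was found by distance over log2(TPM + 1) scaled per transcript, and not by this correlation. It was the replicate of the same group for 9 of 10 ST samples and for 10 of 10 epidermis samples. With rescaled TPM these numbers were 8 and 10. In the PCA of log2(TPM + 1) scaled per transcript, PC1 held 31.9% of the variance in ST and PC2 16.6%. In the epidermis, PC1 held 26.7% and PC2 18.3%. A mean TPM of at least 1 moved PC1 most, to 48.1% in ST and 35.2% in the epidermis. With rescaled TPM, PC1 and PC2 held 25.3% and 17.8% in ST and 23.5% and 14.9% in the epidermis.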

Hierarchical clustering and principal component analysis (PCA) of the expression profiles for all samples revealed that the expression patterns depended primarily on regeneration status and MS-275 treatment (Figures 1B,C, and Supplementary Figure 2B). These data demonstrate that HDAC1 inhibitor treatment can generally be distinguished based on gene expression profiles.

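The 5 conditions held 66.8% of the variance in ST and 63.6% in the epidermis. Among all ways to split the 10 samples of a tissue into 5 pairs, the real grouping gave the highest share in both tissues (exact permutation test, one-sided, p = 0.00106 in each, the smallest p that these splits allow). The next highest split gave 63.8% in ST and 60.0% in the epidermis, and the median split gave 43.3% and 43.9%. With rescaled TPM the real grouping held 62.1% in ST and 61.4% in the epidermis, with the same p. Over the 8 samples at 3 and 8 dpa, the difference between DMSO and MS-275 held 24.1% of the variance in ST, the difference between time points 18.3% and their interaction 19.5%, and 38.1% lay between replicates. In the epidermis, these shares were 22.4%, 16.3%, 22.8% and 38.6%. From the separation of the groups, the paper concludes that treatment with the inhibitor can be told from the expression profiles.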

### The Post-amputation Activity of HDAC Is Required for Correct Expression Timing of Genes Involved in Tissue Development, Differentiation, and Morphogenesis in ST

To identify biological pathways important for critical stages of limb regeneration and those that were interfered with by HDAC inhibition, we grouped genes from each Gene Ontology (GO) term as a unit to perform Gene Set Enrichment Analysis (GSEA) with the following comparisons. As summarized in Figure 2A, we compared genes from each GO term for the wound healing stage (3 dpa; with or without MS-275 treatment) and homeostatic control (0 dpa) and for the blastema formation stage (8 dpa; with or without MS-275 treatment) and homeostatic control (0 dpa). 

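In ST, 13394 transcripts were changed at 3 dpa vs. 0 dpa, of which 85.5% were higher at 3 dpa. At 8 dpa vs. 0 dpa, 26234 transcripts were changed, 91.8% of them higher. With MS-275, 17740 transcripts were changed at 3 dpa vs. 0 dpa (88.6% higher) and 16600 at 8 dpa vs. 0 dpa (88.8% higher). The balance between higher and lower transcripts depended on the scaling. The median log2 fold change of all 87546 transcripts was 0.46 at 3 dpa, 0.96 at 8 dpa, 0.61 at 3 dpa with MS-275 and 0.62 at 8 dpa with MS-275. With rescaled TPM these medians were -0.03, 0.05, 0.05 and 0.05. The numbers of changed transcripts were then 9787 (52.7% higher), 11315 (53.5% higher), 11748 (58.6% higher) and 10523 (58.3% higher). The authors' log2 fold changes were at hand for a part of Additional File B. The direction computed here was the same for 1998 of 1998 transcripts at 3 dpa vs. 0 dpa. At 8 dpa vs. 0 dpa it was the same for 1997 of 1998. The log2 fold changes computed here were higher than the authors' by a median of 0.80 and 1.25 as deposited, and differed by 0.03 and -0.07 after rescaling. At 8 dpa with MS-275 vs. 0 dpa, the deviations of same-numbered replicates had a correlation of -0.10 across transcripts. The replicate block gave 14664 changed transcripts. A replicate block with the numbers crossed at 8 dpa with MS-275, chosen after seeing the data, gave 15444, which is still under 16600. At 3 dpa with MS-275 vs. 0 dpa, where this correlation was 0.065, the replicate block gave 15647 instead of 17740. A negative correlation alone therefore does not account for the lost calls.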

There were 1,133 GO terms significantly enriched (FDR < 0.05) in at least one of the comparisons of each regeneration stage and treatment to homeostasis. As shown in Figure 2A, we used heatmaps to illustrate the activity of pathways and biological processes at different regeneration stages. We observed that the expression of genes related to transcriptional regulation and cytoskeletal organization was increased at both 3 and 8 dpa compared to 0 dpa, whereas these changes were not observed under HDAC1 inhibition (Figure 2A and Additional File A). These differences suggest that inhibition of HDAC1 affected active responses to amputation and signaling regulation for the normal early regeneration stages. The expression of genes associated with lymphocyte migration, on the other hand, was aberrantly upregulated by HDAC1 inhibition (Figure 2A and Additional File A). Notably, biological functions such as developmental growth and tissue morphogenesis, which were observed only at 8 dpa vs. 0 dpa under normal regeneration, were observed earlier at 3 dpa with MS-275 treatment vs. 0 dpa in the ST (Figure 2A and Additional File A). Thus, it seems that the inhibition of limb regeneration by blocking HDAC may be due to the right process occurring at the wrong time. In addition, many pathways associated with regeneration, such as developmental cell growth, mesenchymal cell differentiation, embryonic morphogenesis, and neuron differentiation, were enriched at both 8dpa and 8 dpa with MS-275 treatment vs. 0 dpa but were enriched earlier at 3 dpa with MS-275 treatment vs. 0 dpa (Figures 2A,B and Additional File A). Taken together, the post-amputation surge in HDAC activity is required for the correct expression timing of genes involved in tissue development, differentiation, and morphogenesis in the ST.

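The change from 0 to 3 dpa under MS-275 was compared with both control changes across all ST transcripts. Its Pearson correlation was 0.574 with the control change at 3 dpa vs. 0 dpa and 0.612 with the control change at 8 dpa vs. 0 dpa. With rescaled TPM these correlations were 0.626 and 0.675. Transcripts are not independent replicates, and the 3 changes share the 0 dpa samples. Late transcripts were defined as those called higher at 8 dpa vs. 0 dpa with a log2 fold change above 1 and with an unadjusted p of at least 0.05 at 3 dpa vs. 0 dpa. There were 7088 of them, with a median log2 fold change vs. 0 dpa of 0.62 at 3 dpa, 0.96 at 3 dpa with MS-275 and 1.88 at 8 dpa. Between 3 dpa with MS-275 and 3 dpa with DMSO, their median log2 fold change was 0.37, and 67.2% of them were higher with MS-275. Among 1000 draws of transcripts matched on mean TPM, the highest median was 0.09 and the median share higher was 51.8%. The median of all transcripts was also 0.09. In this direct comparison, 390 late transcripts were called higher and 8 lower. Rescaling moved the result most, to 1026 late transcripts with a median of 0.77, of which 79.7% were higher. With each replicate at 3 dpa left out in turn, the median stayed between 0.21 and 0.51. The 3 dpa controls served both to select the late transcripts and to compare them. With selection on one control and comparison with the other, the median above that of all transcripts was -0.01 in one direction and 0.14 in the other. From the enrichment of gene sets in these comparisons, the paper concludes that HDAC activity is required for the correct timing of expression in the ST.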

**FIGURE 2:**
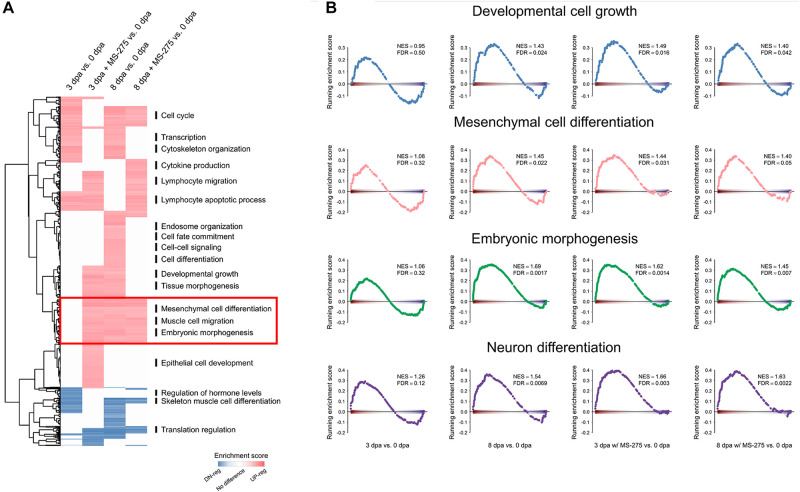
Premature enrichment of morphogenesis-related genes in the ST of the regenerating limb in the absence of HDAC1 activity. **(A)** The heatmap shows the results of GSEA at 3 dpa vs. 0 dpa or 8 dpa vs. 0 dpa with or without MS-275 treatment on gene sets defined by Gene Ontology. Red and blue indicate the gene sets significantly and positively (red) or negatively (blue) enriched, respectively, at 3 or 8 dpa (FDR < 0.05), and the intensity is associated with the normalized enrichment score (NES). **(B)** GSEA plots of the representative gene sets highlighted in **(A)**. NES, normalized enrichment score; FDR, false discovery rate.

### Cluster Transition in the ST in Response to HDAC1 Inhibition

To obtain additional evidence that significant changes originally appeared at 8 dpa but occurred earlier at 3 dpa with MS-275 treatment, we divided genes into clusters based on the trend of their expression from 0 to 3–8 dpa. 

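In ST, 1676 transcripts were changed at 8 dpa vs. 3 dpa with DMSO, of which 1524 were higher at 8 dpa. With MS-275, 32 transcripts were changed between 3 and 8 dpa (9 higher and 23 lower), and 10549 had an unadjusted p under 0.05. Rescaling reduced these numbers to 216 with DMSO (68.1% higher) and to 5 with MS-275 (9959 unadjusted). The median log2 fold change of all transcripts between 3 and 8 dpa with DMSO was 0.47 as deposited and 0.05 after rescaling. In the direct comparison at 3 dpa, 3046 transcripts were changed with MS-275, 2507 of them higher and 539 lower. After rescaling, 2196 were changed, 78.1% of them higher. Of the 2507 transcripts called higher, 36.8% had a mean TPM at 0 dpa at least 10 times as high in the epidermis as in ST, compared with 9.05% of all transcripts tested. At 8 dpa, 1103 transcripts were changed with MS-275, 380 of them higher and 723 lower, with a median log2 fold change of all transcripts of -0.33. After rescaling this median was 0.01, and 79.0% of the 447 changed transcripts were higher with MS-275.

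**Figure D1:**
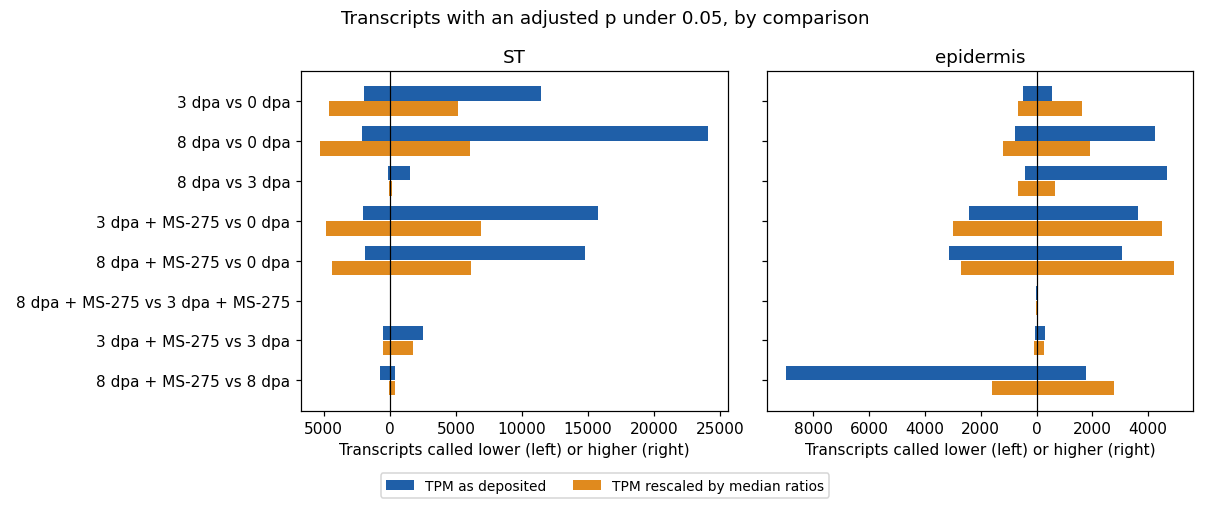
Number of transcripts with an adjusted p under 0.05 in each of the 8 comparisons in ST (left) and the epidermis (right), with transcripts called lower drawn to the left of 0 and those called higher to the right, from the TPM as deposited (blue) and from rescaled TPM (orange). In ST at 8 dpa vs. 0 dpa, 24094 transcripts were higher as deposited and 6058 after rescaling, while the lower ones went from 2140 to 5257.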

We first performed differential expression analysis at different time points and only considered the genes that showed significant differential expression (*p*-value < 0.05) in at least one of the time-point pairwise comparisons (namely, 0 vs. 3 dpa, 0 vs. 8 dpa, and 3 vs. 8 dpa) with DMSO or MS-275 treatment (Additional File B and Supplementary Table 2). 

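Over the 6 time point comparisons, 53968 ST transcripts had an unadjusted p under 0.05 in at least one, and 45484 had with rescaled TPM. Restricting the input to transcripts with a mean TPM of at least 1 lowered the number most, to 25982. The group means of log2(TPM + 0.1) at 0, 3 and 8 dpa were standardized per transcript, and the control and MS-275 profiles of 53966 transcripts were clustered together by fuzzy c-means with 8 centres and a fuzzifier of 3.58. Another 2 transcripts with a flat profile were left out. Clusters were numbered by the shape of their centre, in the direction of Figure 3A. The centre of cluster 4 was lowest at 3 dpa, intermediate at 0 dpa and high at 8 dpa, with standardized values of -0.27, -0.82 and 1.09. Cluster 5 rose through -0.90, -0.17 and 1.07, and cluster 6 through -1.10, 0.26 and 0.84. Cluster 7 was as high at 3 dpa (0.58) as at 8 dpa (0.57), and cluster 8 was highest at 3 dpa (0.93). The centre of cluster 2 was highest at 0 dpa, with values of 1.12, -0.46 and -0.67. With DMSO, clusters 4, 5 and 6 held 6955, 12059 and 13177 transcripts. With MS-275, they held 4040, 4789 and 8566, while cluster 7 went from 8283 to 14299.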

A total of 37,798 genes were subjected to unsupervised clustering analysis by Mfuzz (Supplementary Table 3 and Additional File C) and were assigned to eight groups according to the temporal pattern of their expression (Figures 3A,B). 

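Of the 6955 ST transcripts in cluster 4 with DMSO, 754 stayed in cluster 4 with MS-275, a share of 0.108. The share that passed to cluster 5 was 0.0791 (550 transcripts; 95% Wilson interval 0.0730 to 0.0857), to cluster 6 0.0748 (520; 0.0688 to 0.0812) and to cluster 7 0.125 (871; 0.118 to 0.133). The shares that passed to clusters 8 and 1 were 0.245 and 0.207. The intervals treat transcripts as independent and leave out the spread between replicates. With each of the 10 ST replicates left out in turn, the share of cluster 4 to 5 lay between 0.0683 and 0.128. That of 4 to 6 lay between 0.0781 and 0.163, and that of 4 to 7 between 0.129 and 0.263. The reported shares of 4 to 6 and 4 to 7 lay below these ranges. In most of these fits, cluster 4 was about as low at 0 dpa as at 3 dpa. Without replicate 1 at 0 dpa, for example, its centre was -0.58, -0.57 and 1.15. The shares also moved with the start of the clustering. From a random start, whose fitting criterion of 0.003655 was slightly lower than the 0.003662 from evenly spaced starting profiles, the shares to clusters 5, 6 and 7 were 0.147, 0.221 and 0.281. Clusters keep their number by their order, and their shape differs between fits. From the random start, the centre of cluster 4 was -0.82, -0.28 and 1.10, close to that of cluster 5 from evenly spaced profiles, so the shares from both starts do not describe the same transition. With 8 equal sectors in place of the fitted clusters, which moved the share of 4 to 5 most, they were 0.334, 0.319 and 0.0900. Profiles built from single replicates showed how far replicate spread alone moves transcripts between clusters. From cluster 4 of one control replicate, a mean of 43.4% of transcripts lay in clusters 5 to 7 of the other control replicate. A mean of 33.9% lay in clusters 5 to 7 of the other MS-275 replicate. These values were 57.2% and 42.4% from control replicate 1, and 29.5% and 25.5% from control replicate 2. With equal sectors, these values were 48.7% and 71.7%.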

We summarized the proportions (Figure 3C) and exact numbers of genes (Supplementary Table 3), and the gene identities (Additional file C) with stage-dependent expression patterns in the ST that switched among the defined clusters after MS-275 treatment.

**FIGURE 3:**
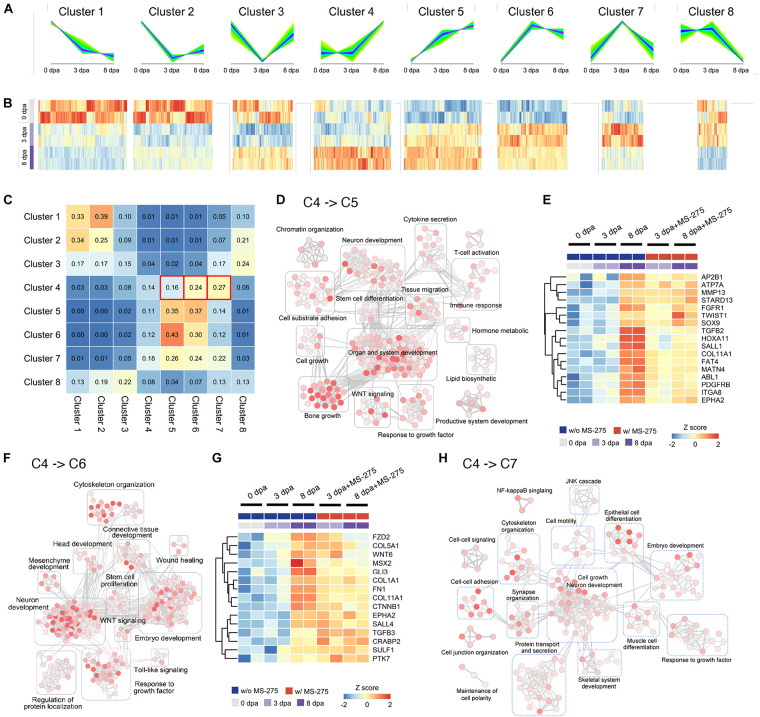
HDAC1 inhibition induced changes in regeneration stage-associated gene expression trends and the associated Gene Ontology terms based on unsupervised transcript clustering. **(A)** Unsupervised clustering of transcripts based on the trends in their expression patterns during normal regeneration at 0, 3, and 8 dpa. **(B)** The heatmap of the relative expression level of transcripts associated with each cluster. Transcript datasets from the ST in each stage without MS-275 treatment are shown for comparison. **(C)** The cluster transition matrix shows the proportion of genes in each given cluster (row) that exhibited changes in their expression pattern to those of other clusters (column) after MS-275 treatment. **(D)** Enrichment maps of gene sets significantly enriched (FDR < 0.05) by genes whose expression transitioned from cluster 4 to cluster 5 after MS-275 exposure. **(E)** The heatmap shows the expression values of selected genes whose expression transitioned from cluster 4 to cluster 5 after MS-275 exposure. **(F)** Enrichment maps of gene sets significantly enriched (FDR < 0.05) by genes whose expression transitions from cluster 4 to cluster 6 after MS-275 exposure. **(G)** The heatmap shows the expression values of selected genes whose expression transitioned from cluster 4 to cluster 6 after MS-275 exposure. **(H)** Enrichment maps of gene sets significantly enriched (FDR < 0.05) by genes whose expression transitions from cluster 4 to cluster 7 after MS-275 exposure. The red to white color gradient for each GO node indicates the significance of the enrichment for that particular GO term (red being more significant).

We focused on the transitions from cluster 4 to 5 (C4 > 5) and cluster 4 to 6 (C4 > 6), as they may best represent the premature promotion of developmental and morphogenic relevant pathways. 

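Of 23 genes named for the transition from cluster 4 to 5, 19 had a transcript paired with their symbol. At 3 dpa in ST, 17 of the 19 were higher with MS-275 than with DMSO, with TPM as deposited and rescaled, and for 16 both MS-275 replicates lay above both controls. The median log2 fold change was 0.96, and it ranged from -0.55 to 2.50. An adjusted p under 0.05 was reached by 2 genes over all transcripts tested and by 6 when adjusted over the list alone, which the paper chose from these data. Of these 19 transcripts, 3 were in cluster 4 with DMSO, 13 in cluster 5 and 3 in cluster 6, and these numbers hold for one fit, since the shape of cluster 4 differs between fits. The 3 in cluster 4 were COL2A1 and HOXA10, which passed to cluster 6 with MS-275, and COL6A3, which passed to cluster 7. NOTCH2 had a TPM of 2.48 ± 0.0778 (SD, n = 2) at 0 dpa, 2.74 ± 0.205 at 3 dpa and 12.5 ± 0.2404 at 8 dpa, and 5.51 ± 0.446 at 3 dpa with MS-275. Its log2 fold change with MS-275 at 3 dpa was 0.98 (SE 0.18, adjusted p = 0.0326). COL2A1 had a TPM of 0.540 ± 0.0990 (SD, n = 2) at 3 dpa, 12.1 ± 1.43 at 8 dpa and 3.98 ± 2.71 at 3 dpa with MS-275, a log2 fold change of 2.50 (SE 0.47, adjusted p = 0.0341). HOXA10 had a TPM of 0.525 ± 0.163 at 3 dpa and 1.51 ± 0.346 with MS-275 (SD, n = 2), with a log2 fold change of 1.38 and an adjusted p of 0.0639, which was 0.0412 over transcripts with a mean TPM of at least 1. The log2 fold changes of the other genes not named elsewhere were 0.96 for COL1A2, 0.56 for RARG, 1.04 for MMP9, 0.55 for NGFR, 0.86 for COL6A3, 1.05 for COL12A1, 1.25 for DKK3 and 0.24 for ITGA8, none with an adjusted p under 0.05. HOXA11 and HOXD10 were the genes that were not higher with MS-275 at 3 dpa, with log2 fold changes of -0.18 (SE 0.33) and -0.55 (SE 0.37).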

The expression pattern-based transition of genes from C4 > 5 was associated with development, including organ and system development (*notch2*, *col1a2*, *col2a1*, *rarg*, *hoxa10*, *hoxa11*, and *mmp9*), neuron development (*ntng1, sema3a, ngfr, fn1*, and *hoxd10*), bone growth (*col6a3, mmp13*, and *col12a1*), and the response to growth factors (*dkk3, itga8, tgfb2, msx2, twist1, fgfr1, pdgfrb*, and *sox9*) (Figures 3D,E). 

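For 14 of 22 genes named for the transition from cluster 4 to 6, a transcript was paired with the symbol. At 3 dpa in ST, 13 of these were higher with MS-275 under both scalings, each with both MS-275 replicates above both controls, and the median log2 fold change was 0.85. One gene had an adjusted p under 0.05 over all transcripts tested, and 10 had over the list alone. With DMSO, 11 of these transcripts were in cluster 5, 2 in cluster 6 and 1 in another cluster of the same fit. MMP2 had a TPM of 37.7 ± 6.06 at 0 dpa, 60.0 ± 14.2 at 3 dpa and 227 ± 9.08 at 8 dpa (SD, n = 2). With MS-275 at 3 dpa it had 165 ± 56.8, a log2 fold change of 1.44 (SE 0.28, adjusted p = 0.0353), and with rescaled TPM the adjusted p was 0.0566. CTNNB1 had 31.6 ± 3.40 at 3 dpa, 93.4 ± 5.37 at 8 dpa and 57.8 ± 2.86 at 3 dpa with MS-275, a log2 fold change of 0.87 (SE 0.19, adjusted p = 0.0542). Summed over its paired transcripts, CTNNB1 had a log2 fold change of 1.05 and an adjusted p of 0.0212. The TPM of BMP1 rose with MS-275 from 5.96 ± 0.608 to 12.35 ± 3.40 at 3 dpa (adjusted p = 0.0684). COL7A1 (2.91), SULF1 (1.66), LAMA1 (1.30), COL1A1 (1.09), GLI3 (0.82), COL5A1 (0.75), ANOS1 (0.70), PTK7 (0.69) and CTHRC1 (0.47) had these log2 fold changes, none with an adjusted p under 0.05. CTTN was lower with MS-275 at 3 dpa, with a log2 fold change of -0.21 (SE 0.22), and higher (0.17) when its paired transcripts were summed.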

On the other hand, the expression pattern-based transition of genes from C4 > 6 was associated with development, including connective tissue development (*bmp1, ctnnb1, gli3*, and *hif1a*), embryo development (*col5a1, mmp2, sulf1, sall2, ptk7, tgfb2, dlx1*, and *sall4*), the response to growth factors (*col1a1* and *anos1*), neuron development (*cttn*, *eef2k*, *cthrc1*, *camsap2*, and *lama1*), and cytoskeleton organization (*col7a1*, *adamts12*, *mmp2*, and *gdf10*) (Figures 3F,G). Moreover, the expression pattern-based transition of genes from C4 > 7 was also related to development, such as neurogenesis (*hhip*, *bcl11b*, *nedd4l*, *bdnf*, *gdf5*, and *sox2*) and ECM structure organization (*itgab*, *nox1*, *tgfb2*, and *bmp7*) (Figure 3H and Additional File C).

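Among the genes named for the transition from cluster 4 to 7, BCL11B, NOX1, TGFB2 and BMP7 had a paired transcript. These 4 were higher in ST at 3 dpa with MS-275 than with DMSO under both scalings, with a median log2 fold change of 1.47, and 3 had an adjusted p under 0.05 over the list alone. BMP7 had a TPM of 0.420 ± 0.0141 at 3 dpa, 2.65 ± 0.354 at 8 dpa and 1.77 ± 0.368 at 3 dpa with MS-275 (SD, n = 2). Its log2 fold change at 3 dpa was 1.83 (SE 0.34, adjusted p = 0.0313 over all transcripts and 0.0503 with rescaled TPM). NOX1 had 0.0300 ± 0.0141 with DMSO and 0.425 ± 0.431 with MS-275, and the spread between its MS-275 replicates was as large as their mean. BCL11B was listed at 0 in both 3 dpa controls and had 0.135 ± 0.0495 with MS-275. In the same fit, 2 of these transcripts were in cluster 4 with DMSO and 2 in cluster 5, and with MS-275 NOX1 passed from cluster 4 to 8, BCL11B from 4 to 1, BMP7 from 5 to 8 and TGFB2 from 5 to 6.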

In Figures 3E,G, we highlighted genes that exhibited cluster transition from C4 > 5 and C4 > 6, respectively. Several of these genes have been identified to be critical during the early stages of appendage regeneration. The expression of most of these regeneration-correlated regulators is thought to be significantly upregulated at the blastema formation stage at day 8 of normal regeneration (Monaghan et al., 2012; Currie et al., 2016). However, under HDAC1 inhibition, these genes are expressed too early, i.e., during the wound healing stage (*mmp13, fgfr1, twist1, sox9, tgfb2, pdgfrb, msx2, fn1, sall4*, and *tgfb3*). 

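A paired transcript was present for 6 of these genes, MMP13, FGFR1, SOX9, TGFB2, MSX2 and FN1. In ST, all 6 were higher at 8 dpa than at 0 dpa with an adjusted p under 0.05, and 5 were higher at 8 dpa than at 3 dpa with an adjusted p under 0.05. MMP13 had the largest rise, from 0.115 ± 0.120 TPM at 0 dpa to 27.8 ± 7.97 at 3 dpa and 323 ± 17.8 at 8 dpa (SD, n = 2). With MS-275 at 3 dpa it had 58.4 ± 19.3, a log2 fold change of 1.06 vs. DMSO (SE 0.42, adjusted p = 0.202). FN1 had 76.8 ± 27.4 with DMSO and 191 ± 48.7 with MS-275 at 3 dpa, a log2 fold change of 1.33 (SE 0.33, adjusted p = 0.0676). SOX9 had 1.18 ± 0.431 with DMSO and 2.91 ± 0.0849 with MS-275, a log2 fold change of 1.28 (SE 0.36, adjusted p = 0.0940). With all 20 samples in one model, the adjusted p of SOX9 was 0.0164. The log2 fold changes of FGFR1, TGFB2 and MSX2 were 0.49, 0.59 and 0.58. In all 6 genes both MS-275 replicates at 3 dpa lay above both controls, and none had an adjusted p under 0.05 over all transcripts tested. An unadjusted p under 0.05 was reached by 3, and an adjusted p under 0.05 over this list alone by 2. With each replicate left out in turn, the log2 fold change of FGFR1 stayed between 0.28 and 0.70 and that of MSX2 between 0.27 and 0.89.

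**Figure D2:**
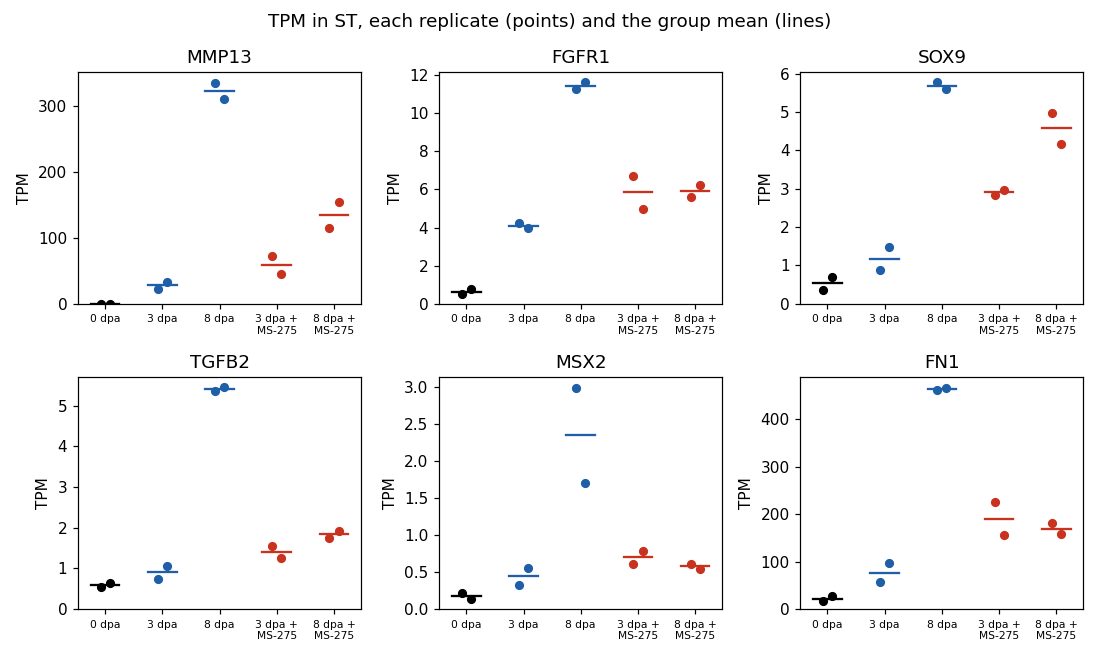
TPM of each ST replicate (points) and the mean of the 2 replicates (bars) for MMP13, FGFR1, SOX9, TGFB2, MSX2 and FN1 at 0, 3 and 8 dpa with DMSO and at 3 and 8 dpa with MS-275. At 3 dpa, FN1 had 57.5 and 96.2 with DMSO and 225 and 156 with MS-275.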

To validate the diverse gene expression patterns, we performed Q-PCR on independent animals (3 biological replicates for each condition; one biological replicate composed of 4 limbs from 2 animals; in total, 60 limbs from 30 animals were included in this validation study). Five out of the 6 genes tested exhibited similar premature elevation patterns when treated with MS-275, as indicated in the sequencing analysis (Supplementary Figure 3). Taken together, these results suggest that HDAC1 has an important role in preventing premature elevation of developmental genes post-amputation to ensure rigorous timing for ensuring successful blastema formation, which is critical for limb regeneration.

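Among the genes drawn in Figure 3E, 10 of 17 had a paired transcript, and 9 of the 10 were higher in ST at 3 dpa with MS-275 than with DMSO, with a median log2 fold change of 0.83. In Figure 3G, 12 of 15 genes had a paired transcript, and all 12 were higher, with a median of 0.84. Log2 fold changes were 2.94 for MATN4, 1.47 for COL11A1, 1.21 for FAT4, 0.86 for FZD2, 0.82 for CRABP2 and 0.61 for EPHA2. None of these genes had an adjusted p under 0.05 over all transcripts tested. An unadjusted p under 0.05 was reached by 5 of the genes of Figure 3E and by 8 of those of Figure 3G. Both lists were chosen by the paper from the same samples. From the higher expression of these genes at 3 dpa with MS-275 and its Q-PCR in independent animals, which was not analysed here, the paper proposes that HDAC1 prevents premature elevation of developmental genes after amputation.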

### Inhibiting HDAC1 Activity Changes the Expression Pattern of Cell Type-Associated Signature Genes

Intact limbs are composed of various cell types originating from lineages of the epidermis, endothelium, nerves, muscle and connective tissue (CT) (Rivera-Gonzalez and Morris, 2018). The compositions and ratios of multiple cell types may be key for successful limb regeneration. Differences in the cellular composition of the ST may be one of the possible reasons for failed limb blastema formation when post-amputation HDAC activity is blocked. Because of the lack of an available cell tracking system, we adopted a transcriptome-based approach to estimate the cell composition based on the expression level of the cell type-enriched genes defined by a previous publication (Leigh et al., 2018; Additional File D).

We explored the CT cell composition in the ST during regeneration because CT cells are the most abundant cells contributing to the blastema (Dunis and Namenwirth, 1977; Muneoka et al., 1986; Kragl et al., 2009; Currie et al., 2016). As illustrated in Supplementary Figure 4A, CT cells could be classified into two expression patterns groups after amputation based on their differential abundance across regeneration time points. 

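The level of a cell type was taken as the mean TPM in ST over its marker genes in Additional File D that had a paired transcript. The mean of fCT I (18 of 25 genes) was 102 ± 28.8 at 0 dpa, 100.4 ± 16.4 at 3 dpa and 146 ± 1.08 at 8 dpa (SD, n = 2). The mean of fCT II (13 of 25 genes) was 15.9 ± 2.75, 36.4 ± 8.95 and 108 ± 2.25 at these time points, and that of fCT III (4 of 7 genes) 14.2 ± 1.93, 31.0 ± 17.6 and 76.9 ± 0.316. The mean of fCT IV (7 of 25 genes) fell from 79.1 ± 10.2 to 64.2 ± 10.4 and 58.0 ± 0.738. Single genes carried much of these means. S100A10 made up 64.7% of the level of fCT I, TGFBI 67.0% of fCT II, SFRP2 81.9% of fCT III and PRDX6 53.2% of fCT IV. Counting genes instead, 14 of 18 fCT I genes, 8 of 13 fCT II genes, 3 of 4 fCT III genes and 3 of 7 fCT IV genes were lower at 3 dpa than at 0 dpa. With rescaled TPM these numbers were 14, 10, 3 and 4. In the other group, the mean of fCT V (14 of 25 genes) rose from 71.2 ± 8.85 at 0 dpa to 176 ± 42.1 at 3 dpa and 561 ± 1.32 at 8 dpa. Tendon cells (16 of 25 genes) rose from 23.7 ± 1.56 to 65.9 ± 11.2 and 184 ± 3.82, and periskeletal cells (18 of 25 genes) from 6.55 ± 0.665 to 28.4 ± 7.14 and 62.9 ± 0.975. Cycling cells (11 of 25 genes) rose from 47.2 ± 3.95 to 172 ± 23.2 and 274 ± 1.79.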

The first group included fCT I, II, III, and IV cells, the numbers of which were decreased at 3 dpa, while the other group contained cycling cells, fCT V cells, periskeletal cells, and tendon cells, the numbers of which were increased at 8 dpa. 

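Levels with MS-275 at 3 dpa were compared with DMSO by the log2 ratio of the mean TPM, and the marker genes were tested as a set with limma's rotation test fry, adjusted over the 8 CT signatures. The log2 ratio was 0.97 for fCT I (adjusted p = 0.00426, 16 of 18 genes higher), 0.88 for fCT II (adjusted p = 0.00369, 11 of 13) and 0.77 for fCT III (adjusted p = 0.00369, 4 of 4). It was 0.95 for fCT V (adjusted p = 0.00426, 13 of 14), 0.86 for tendon cells (adjusted p = 0.00587, 15 of 16) and 1.22 for periskeletal cells (adjusted p = 0.00399, 16 of 18). For fCT IV it was -0.12 (adjusted p = 0.730, 3 of 7), and the mean of log2(TPM + 0.1) gave 0.85. For cycling cells it was -0.53 (adjusted p = 0.0269), with 0 of 11 genes higher. With each replicate at 3 dpa left out in turn, the log2 ratio of fCT III, which rests on SFRP2, ranged from 0.28 to 1.50, and that of fCT IV from -0.28 to 0.06. With MS-275 at 3 dpa the mean TPM was 197 ± 24.4 for fCT I, 66.7 ± 10.5 for fCT II, 339 ± 68.3 for fCT V, 120 ± 11.5 for tendon cells, 66.3 ± 5.56 for periskeletal cells and 119 ± 6.53 for cycling cells (SD, n = 2). At 8 dpa with MS-275 the mean of cycling cells was 161 ± 20.8. The log2 ratio of MS-275 to DMSO at 8 dpa was -0.61 for fCT II, -0.71 for fCT III, -0.57 for fCT V, -0.46 for tendon cells and -0.77 for cycling cells, and 0.09 for fCT I, -0.10 for fCT IV and 0.03 for periskeletal cells. The median log2 fold change of the marker genes at 8 dpa was negative in all 8 signatures, with adjusted p between 0.0356 and 0.0614 in the set test on TPM as deposited, where that of all transcripts was also negative. From the marker levels in the wound healing stage under MS-275, the paper deduces an abnormal representation of cell types. It proposes this as a possible cause of impaired regeneration.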

Interestingly, except for genes representing cycling cells exhibiting delayed activation, the expression of genes representing various fCT cells, periskeletal cells and tendon cells was aberrantly upregulated or failed to be downregulated in the wound healing stage under MS-275 treatment (Supplementary Figure 4B). The deduced abnormal representations of cell compositions may be one of the causes of impaired limb regeneration. Furthermore, the delayed expression of genes representing cycling cells also hinted that the progress of regeneration was limited.

According to the results of cell composition analysis, the pattern transitions of fCT I, fCT II, fCT III, and fCT IV cells were similar to those of clusters 2 and 8 (Supplementary Figure 4C), and those of fCT V cells, periskeletal cells, and tendon cells were similar to those of clusters 4 and 6 (Figure 3F). Here, we focused on the transitions from cluster 2 to 8 (C2 > 8). 

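Of the 4168 ST transcripts in cluster 2 with DMSO, 199 passed to cluster 8 with MS-275, a share of 0.0477 (95% Wilson interval 0.0417 to 0.0546). A share of 0.511 stayed in cluster 2 and 0.224 passed to cluster 3. The share of cluster 2 to 8 was between 0.0433 and 0.122 with each of the 10 replicates left out in turn. Rescaled TPM moved it most, to 0.276, but the shape of cluster 8 differed, so this is another transition. Its centre was lowest at 0 dpa in the reported fit (-1.04, 0.93 and 0.11) and highest at 0 dpa with rescaled TPM (0.86, 0.22 and -1.07). The paper describes this transition as a decline that MS-275 delays. The rescaled cluster 8 has such a shape and the reported one lacks it. The share of 0.0477 therefore does not measure the transition that the paper describes.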

Genes enriched in this transition of C2 > 8 were involved in various aspects of tissue remodeling, such as cellular component morphogenesis, cell junction organization, extracellular matrix (ECM) organization, and tissue migration, demonstrating that tissue repair and the promotion of positive matrix remodeling should have declined immediately upon the early stages of axolotl limb regeneration but that MS-275 treatment somehow caused a delay (Supplementary Figure 4C). 

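Skeletal muscle transcripts, which mark homeostatic limb tissue, had a mean TPM in ST of 2298 ± 923 at 0 dpa and 1190 ± 764 at 3 dpa with DMSO, and of 331 ± 40.6 at 3 dpa with MS-275 (SD, n = 2). Their median log2 fold change with MS-275 at 3 dpa was -1.81, and 2 of 11 were higher. At 8 dpa the mean was 214 ± 20.9 with DMSO and 616 ± 53.2 with MS-275, with a median log2 fold change of 1.29. Epidermal keratin transcripts, which mark the epidermis, had a mean TPM in ST of 8.42 ± 8.38 at 3 dpa with DMSO and 169 ± 119 with MS-275, and 8 of 8 were higher, with a median log2 fold change of 5.81. At 8 dpa their mean was 36.0 ± 1.69 with DMSO and 7.63 ± 0.278 with MS-275. At 3 dpa, all transcripts at least 10 times as abundant in the epidermis as in ST at 0 dpa had a median log2 fold change of 0.63 with MS-275. Haemoglobin transcripts, which mark blood, had a median log2 fold change of -0.36 with MS-275 at 3 dpa.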

While we cannot completely rule out the possibility that homeostatic tissues were slightly overrepresented in the sampling of MS-275-treated regeneration defective tissues, thus resulting in the higher transcript quantity of fCT-associated genes, the premature activation of periskeletal and tendon-associated genes could not be explained by the possible over-representation of homeostatic tissues. Moreover, based on the morphological observation (Supplementary Figure 1), overrepresentation of homeostatic tissue sampling may take place at 8 dpa but is less likely to occur at 3 dpa. These observations further support the main conclusion of premature elevation of blastema stage-expressing genes at the wound healing stage when the repressive histone modifier HDACs were inhibited.

### The Post-amputation Expression of HDAC Is Also Required for Correct Gene Expression Timing in the Epidermis

The initiation of blastema formation is dependent on the formation of the epidermis. Open wounds in the axolotl tail are rapidly closed by epidermal cells that migrate from the basal layer of the epidermis (Endo et al., 2004). Although there was no significant delay in wound healing between the control and MS-275 treatment in our limb regeneration model (Wang et al., 2019), inability of the right epidermal layers to cover the wound edge may still be an issue. To understand whether the composition of the epidermis may be affected by MS-275, cell composition analysis was performed on gene expression profiles of the epidermis using epidermal cell-related marker genes from a previous single-cell study (Nowoshilow et al., 2018; Supplementary Figure 5A and Additional File E). We found that expression in epidermal Langerhans, intermediate epidermis and small secretory cells was affected by HDAC1 inhibition, suggesting that the priority of cell migration might be changed (Supplementary Figure 5B).

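In the epidermis, marker genes of Additional File E with a paired transcript numbered 87 of 413 for small secretory cells, 41 of 166 for epidermal Langerhans and 23 of 114 for intermediate epidermis. The mean TPM of small secretory cells was 34.6 ± 5.51 at 3 dpa with DMSO and 46.7 ± 0.656 with MS-275 (SD, n = 2), a log2 ratio of 0.43 (adjusted p = 0.0354 from the set test over the 5 epidermal signatures), and 73 of 87 genes were higher. Epidermal Langerhans had 61.8 ± 11.5 with DMSO and 74.9 ± 2.07 with MS-275, a log2 ratio of 0.28 (adjusted p = 0.0640), with 28 of 41 genes higher. Intermediate epidermis had 207 ± 29.6 with DMSO and 318 ± 12.4 with MS-275, a log2 ratio of 0.62 (adjusted p = 0.0640), with 19 of 23 genes higher. With a pseudocount of 1, the adjusted p of both was 0.0389. With rescaled TPM, the log2 ratio was 0.20 for small secretory cells, 0.05 for epidermal Langerhans and 0.38 for intermediate epidermis. The log2 ratio was 0.07 for basal epidermis (37 of 220 genes, adjusted p = 0.0924), which was -0.18 after rescaling, and -0.18 for proliferating epidermis (34 of 117 genes, adjusted p = 0.692). At 8 dpa, the log2 ratios with MS-275 vs. DMSO were -0.66 for small secretory cells, -0.56 for epidermal Langerhans and 0.31 for intermediate epidermis. From these levels, the paper proposes that the priority of cell migration might be changed.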

To identify the genes associated with the potential changes in cell position, clustering analysis of 39,581 differentially expressed genes in at least one of the pairwise time points was performed, and these genes were classified into eight groups (Supplementary Figures 6A,B and Additional file F). Accordingly, the cluster transition from cluster 4 to 7 (C4 > 7) was consistent with expression in epidermal Langerhans, intermediate epidermis and small secretory cells (Supplementary Figures 5B, 6C, Supplementary Table 4, and Additional File G). 

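In the epidermis, 47999 transcripts had an unadjusted p under 0.05 in at least one of the 6 time point comparisons, and 44220 had with rescaled TPM. With a mean TPM of at least 1 required, the number was 23349. With DMSO, 1043 transcripts were changed at 3 dpa vs. 0 dpa, 5005 at 8 dpa vs. 0 dpa and 5095 at 8 dpa vs. 3 dpa. At 8 dpa vs. 3 dpa 22401 transcripts had an unadjusted p under 0.05. The shares higher were 51.6%, 84.5% and 91.7%, and with rescaled TPM 71.3% of 2272, 61.4% of 3099 and 48.6% of 1326 changed transcripts were higher. At 8 dpa vs. 0 dpa the deviations of same-numbered replicates had a correlation of 0.121 across transcripts, and the replicate block gave 3673 changed transcripts. With MS-275, 6062 transcripts were changed at 3 dpa vs. 0 dpa, 6218 at 8 dpa vs. 0 dpa and 32 between 3 and 8 dpa, where 10844 had an unadjusted p under 0.05. In the direct comparison of MS-275 with DMSO, 368 were changed at 3 dpa (83.4% higher). At 8 dpa 10741 were changed, 16.4% of them higher as deposited and 63.2% of 4361 higher after rescaling. The median log2 fold change of all transcripts at 8 dpa was -0.48 as deposited and 0.03 after rescaling.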

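In the epidermis, 47997 profiles were clustered with the same settings as in ST. The centre of cluster 4 had standardized values of -0.56, -0.58 and 1.14 at 0, 3 and 8 dpa, and that of cluster 7 had -0.56, 1.13 and -0.57. Of 10857 transcripts in cluster 4 with DMSO, 2793 passed to cluster 7 with MS-275, a share of 0.257 (95% Wilson interval 0.249 to 0.266), and 625 stayed in cluster 4. With each of the 10 epidermis replicates left out in turn, the share was between 0.2098 and 0.2703. It moved most with rescaled TPM, to 0.163.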

Immune-related biological functions, including the inflammatory response, leukocyte-mediated immunity, leukocyte differentiation, and leukocyte migration, were enriched for genes that transitioned from C4 > 7 in the epidermis (Supplementary Figure 6D). Similarly, the GO terms associated with responses to wound and leukocyte activation and migration were only enriched at 8 dpa vs. 0 dpa under normal regeneration but were enriched earlier in the wound healing stage in MS-275-treated wound epidermis at 3 dpa vs. homeostatic epidermis at 0 dpa (Supplementary Figure 7 and Additional File H). Taken together, nerve-mediated HDAC1 activity is necessary for pacing gene expression at the right stage of regeneration in both the ST and wound epidermis.

### Wnt Inhibitor Partially Rescued MS-275-Induced Blastema Formation Defects

The current study identified many developmental relevant pathway-associated genes that were expressed earlier when HDAC1 activity was inhibited after amputation. Among them, we selected Wnt signaling pathway-associated genes to perform a proof of principle functional assay. Wnt signaling has been demonstrated to be involved in vertebrate limb regeneration; however, limb development requires spatial-temporal regulation of the Wnt signaling pathway (Yokoyama et al., 2011; Wischin et al., 2017). To examine whether premature elevation of the Wnt pathway is one of the causes of impaired regeneration upon HDAC1 inhibition, we used 15 independent juvenile axolotls and subjected their 30 limbs to 3 different treatments after amputation; control treatment, i.e., injection of vehicles; regeneration-inhibiting treatment, i.e., 25 mM MS-275 alone; and rescue treatment, i.e., 25 mM MS-275 plus 1 μM Wnt inhibitor. Limb regeneration was assessed every day until 26 dpa. A blastema could be easily seen at 8 dpa in the control group (Supplementary Figure 8B), whereas the MS-275 alone-treated axolotls displayed a lack of regeneration (Supplementary Figure 8C). The axolotls treated with MS-275 plus Wnt inhibitor exhibited a smaller blastema than the control axolotls (Supplementary Figure 8D). All control animals regenerated limbs with digits. Out of the 10 MS-275-treated limbs, 9 did not regenerate, and only 1 limb developed into the early bud blastema stage. In the MS-275 plus Wnt inhibitor group, 1 limb failed to regenerate, 8 developed into the blastema stage, and 1 limb further regenerated into the early differentiation stage. It is apparent that the addition of a Wnt inhibitor partially rescued the MS-275-induced blastema formation defects. Optimization of a regeneration stage-dependent Wnt inhibition protocol under HDAC1 inhibited amputated limb would be necessary to evaluate the full rescue effect. This experimental model can be applicable for functionally test the regeneration stage sensitive pathways identified in this study.

## Discussion

Regeneration in axolotls is initiated after wounding and depends on nerve-derived trophic factors (Vieira et al., 2019). The wound epidermis rapidly migrates and covers the wound within hours. In the next days, nerve fibers originating from the amputation plane innervate the wound epidermis, and the signaling loops between the nerve and wound epidermis build a signaling center called the apical epithelial cap (AEC). The AEC produces various signals that promote blastema cell dedifferentiation and proliferation (Makanae et al., 2013). The wound epidermis is a specialized epithelium required for the initiation of blastema formation and limb regeneration (Goss, 1956; Thornton, 1957, 1958; Mescher, 1976; Tassava and Garling, 1979), while its roles during the early stages of limb regeneration and the nerve-mediated HDAC molecular mechanisms mediating its transition remain largely unknown. In previous studies (Hay and Fishman, 1961; Satoh et al., 2012), the epidermis in the region proximal to the wound site remained proliferative after amputation, although the proliferation rate was reduced rate compared to that of the wound epidermis. Moreover, the initiating epidermal cells that rapidly cover the wound surface are derived from the basal epidermis (Endo et al., 2004; Ferris et al., 2010). We observed premature elevation of the expression of various cell type-associated signature genes when HDAC activity was inhibited (Supplementary Figure 5). Further validation by *in situ* characterization of marker genes representing the basal epidermis [collagen type xvii alpha 1 chain (col17a1)], proliferating epidermal cells (high levels of proliferating cell nuclear antigen (pcna), intermediate epidermis (krt12), and small secretory cells [SSCs, otogelin (otog)], is needed in the future to demonstrate clearly the HDAC1-associated cell composition changes in regenerating tissues.

The evolutionary loss of complete scar-free regenerative potential for multiple tissue types in mammalian and amphibian models coincides with the development of the immune system (Mescher and Neff, 2005). A successful allograft requires lower rejection (Kragl et al., 2009; McCusker and Gardiner, 2013; Nacu et al., 2013). A significantly higher success rate for axolotl allotransplantation is also associated with a lower immune response. It seems that the occurrence of an immune response suppresses regeneration. Although a strong immune response and regeneration seem to contradict each other, the presence of immune cells is required for regeneration. For instance, regeneration is inhibited when macrophage numbers are low, whereas healthy regeneration occurs when macrophages are present in sufficient numbers (Godwin et al., 2013, 2017). Furthermore, we also found a significant transition of the deduced epidermal cell population (Supplementary Figure 5B), and genes associated with immunity-related biological functions were expressed much earlier in the wound healing stage after MS-275 treatment (Supplementary Figure 6D). Differences in immune responses can tip the balance between scarring and regeneration (Godwin et al., 2013).

Blastema formation requires not only a specialized wound epithelium but also the coordination of the proliferation and migration of progenitors derived from muscle, bone, dermal fibroblasts, CT and hitherto undiscovered populations (Muneoka et al., 1986; Kragl et al., 2009; Currie et al., 2016; McCusker et al., 2016; Fei et al., 2017; Nowoshilow et al., 2018). CT contains key cell types for deciphering the molecular program of regeneration, as they express factors that guide the regeneration of appropriate limb parts (Carlson, 1975; Pescitelli and Stocum, 1980; Kragl et al., 2009; Nacu et al., 2013). We found that the expression levels of genes associated with mature fibrous CT (fCT) populations (fCT I, fCT II, fCT III, and fCT IV) were decreased after amputation (Figure 2A), which is consistent with a previous publication demonstrating the reduced representation of these cell types at the wound healing stage (Gerber et al., 2018). In contrast, cycling cells were enriched in the early stages of regeneration, and fCT V cells, periskeletal cells, and tendon cells were enriched around the blastema formation stages (Supplementary Figure 4). How CT cell compositions are modulated in the blastema has not been clarified because of the difficulty in isolation and deconstruction of blastema cells. Notably, signature genes associated with most CT cell types were highly enriched upon MS-275 treatment, except for cycling cells (Supplementary Figure 4). Because blastema progenitors are among early proliferating cells in stump tissues following amputation, we speculated that these cycling cells were inhibited by blocking HDAC1 activities. The reason for the failure of blastema formation may be changes in the activities of CT cells. This analysis revealed a general time-dependent progression of genes associated with different CT cell types. Future *in situ* staining or single-cell studies will be needed to trace the dynamic composition of each cell type.

Many candidate genes have been revealed to play essential roles in blastema initiation and maintenance based on their changes in gene expression patterns by bulk transcriptome studies from different stages of axolotl limb regeneration (Monaghan et al., 2009; Campbell et al., 2011; Knapp et al., 2013; Stewart et al., 2013; Wu et al., 2013; Voss et al., 2015; Bryant et al., 2017; Gerber et al., 2018). We found that MS-275 interfered with some regeneration-associated genes, which may have directly led to limb regeneration failure (Figures 3E,G). At the molecular level, the expression levels of extracellular matrix (ECM) deposition-related genes, including spalt-like transcription factor genes (*sall1* and *sall4*) (Stewart et al., 2013; Erickson et al., 2016; Li et al., 2021) and collagens (*col1a1*, *col5a1*, and *col11a1*), and ECM remodeling-related genes, including matrix metallopeptidase 13 (*mmp 13*) (Rayagiri et al., 2018), were low at the beginning of axolotl regeneration but increased at the blastema formation stage (Figures 3E,G). *Twist1* is an early marker of the limb blastema mesenchyme (Kragl et al., 2013). *Msx2* is used as a blastema marker gene (Satoh et al., 2007; Suzuki et al., 2005; Makanae et al., 2014). Sox9 is essential for sclerotome development and cartilage formation (Zeng et al., 2002). Notably, PDGFRB was identified as a chemotactic growth factor involved in wound healing or regeneration in an initial screen (Stewart et al., 2013) and was expressed in mesenchymal blastema by *in situ* hybridization (Currie et al., 2016). All of these genes that should not exhibit upregulation until the blastema stage were prematurely elevated at the wound healing stage when HDAC1 was inhibited.

Manipulating Wnt signaling activity at different stages of limb regeneration has different effects (Wischin et al., 2017). Chemical activation of Wnt signaling in the wound-healing stage inhibits limb regeneration. The treatment that is administered after the establishment of the blastema and before morphogenesis also causes disorganization of skeletal elements. In the current study, Wnt signaling was highlighted as one of the GO terms in the DEGs exhibiting cluster transition from 4 to 5 or 6 (Figures 3D,F), indicating that genes related to the Wnt pathway were activated earlier under the MS-275 treatment. We demonstrated partial rescue of blastema formation upon continuous inhibition of Wnt activity under HDAC1 inhibition (Supplementary Figure 8), indicating that aberrant Wnt activity was indeed one of the causes of MS-275 treatment-induced regeneration defects. Future profiling of Wnt pathway-related gene expression throughout the ∼26 days of limb regeneration in control and MS-275-treated limbs would pave the way to optimize a stage-specific, dosage-dependent protocol to further rescue HDAC1 inhibition-induced limb regeneration defects. Our preliminary results so far demonstrate the feasibility of performing limb regeneration rescue assays under HDAC1 inhibition conditions to study the novel pathway stage specifically modulated by post-amputation HDAC activities.

HDAC forms a complex containing distinct components that is believed to carry out different cellular functions, including regulation of the cell cycle (Rayman et al., 2002) and maintenance of stem cell pluripotency (Liang et al., 2008). HDACs control the correct timing of transcriptional programs among tissues and organs in the metamorphosis of anuran amphibians by interacting with thyroid hormone receptors (Shi, 2013). The recruitment of HDAC-containing corepressor complexes is critical for gene repression by unliganded thyroid hormone receptors in premetamorphic tadpoles and liganded thyroid hormone receptors that activate target gene transcription in metamorphosis. Such ligand switching behavior controls dramatic morphological development, and it is possible that regeneration-specific mechanisms may derepress HDAC corepressor complexes during regeneration to regulate transcription temporally. As HDAC1 is highly conserved in other vertebrates, examining whether it plays similar roles in other appendage regeneration models and whether it is differentially activated in non-regenerative systems after major limb injury may be worth exploring.

## Conclusion

Correct timing of regeneration-associated gene expression is one of the foundations of successful axolotl limb regeneration. Our study demonstrated the necessity of post-amputation HDAC activity in modulating regeneration stage-dependent gene expression activity. In the current proof of principle study, we demonstrated that inhibiting prematurely elevated Wnt pathway activity under treatment with the HDAC inhibitor MS-275 can partially rescue blastema formation ability. The HDAC1-mediated wound healing stage-specific repression of genes associated with tissue development, differentiation, and morphogenesis may be a prerequisite for blastema formation.

## Materials and Methods

### Animal Handling

Axolotls (*Ambystoma mexicanum*) were reared to juvenile age (12–16 cm snout to tail tip length) for all animal experiments. All the axolotls were kept in modified Holtfreter’s solution (118.4 mM NaCl, 1.3 mM KCl, 1.8 mM CaCl_2_, 1.6 mM MgSO_4_.7H_2_O). Prior to all experiments, the axolotls were anesthetized in 0.1% MS-222 (Sigma-Aldrich, St. Louis, MO, United States). Limb amputation was performed on the middle upper forelimbs on both the right and left sides, and tissues were harvested at 0, 3, and 8 dpa (Figure 1A). HDAC inhibitor injection into the amputated limbs of juvenile axolotls was performed as described by Wang et al. (2019). Briefly, 2 ml of 25 mM MS-275 (Selleckchem, Houston, TX, United States) was injected into the stumps immediately beneath the wound epidermis of juveniles every other day after amputation. The animal care and experimental procedures were approved by the Institutional Animal Care and Use Committee of National Taiwan University College of Medicine and were conducted in accordance with the approved guidelines.

### cDNA Library Preparation and Illumina Sequencing

Tissues from axolotls were subjected to total RNA extraction using TRIzol reagent (Invitrogen, CA, United States) according to the manufacturer’s instructions. RNA samples were purified using an RNeasy Mini Kit (Qiagen, Hilden, Germany) and then quantified on a Qubit 4 fluorometer (Invitrogen, CA, United States) and Qsep100 capillary gel electrophoresis (BiOptic, New Taipei City, Taiwan). All samples had an RNA quality number (RQN) of more than 9.0. To reduce variation among individuals within each group, tissue from both the right and left limbs of two animals at each time point was pooled together as one replicate. Two replicates from 4 animals (8 forelimbs) in total were prepared for one condition at each time point post-amputation. The 2 biological repeats for 5 conditions (3 dpa and 8 dpa with and without MS-275 treatment plus the homeostatic control at 0 dpa) includes tissues taken from 40 limbs of 20 axolotls. Ten RNA samples each from soft tissue (ST) and epidermis were subsequently used for cDNA library construction and Illumina deep sequencing.

Sequencing libraries were prepared using a TruSeq Stranded mRNA Preparation Kit (Illumina, CA, United States) according to the manufacturer’s instructions. Briefly, 10 μg of each total RNA sample was processed via poly-A selection with oligo(dT) magnetic beads and fragmentation. The resulting fragmented mRNAs were then subjected to first-strand cDNA synthesis using reverse transcription with random primers followed by second-strand cDNA synthesis using DNA polymerase I and RNase H (Invitrogen). Paired-end (PE) oligoadapters (Illumina) were then added to the cDNA fragments with T4 ligase. The resulting cDNA fragments were purified and enriched by polymerase chain reaction (PCR). The cDNA libraries were sequenced by the Illumina HiSeq2000 (Illumina) system, which generates PE raw reads approximately 150 bp in size.

### Transcriptome Reannotation

The axolotl transcriptome was obtained from https://axolotl-omics.org and annotated using two approaches: (i) the nucleotides were BLASTed (Altschul et al., 1990) against the UniProt database (BLASTx, *e*-value threshold 1e-5) and (ii) amino acid sequences were obtained based on the predicted open reading frames (ORFs) by TransDecoder and then BLASTed against the UniProt database (BLASTp, *e*-value threshold 1-e5). Various organism protein names were mapped to human gene symbols via the R package biomaRt (Durinck et al., 2005).

### Processing and Analysis of RNA-Seq Data

The raw FASTQ files were checked with FastQC (v0.11.7) and trimmed with cutadapt (v2.10). The qualified reads were aligned to the axolotl transcriptome using bowtie2 (v.2.3.4) (Langmead and Salzberg, 2012). The expression of each transcript was quantified using RSEM (Li and Dewey, 2011) and presented as log_2_TPM (transcript per million) for further analyses. Normalization across all samples was performed by the trimmed mean of the M-values (TMM) method implemented in the edgeR package (McCarthy et al., 2012). Differential expression analysis was performed using the limma package (Ritchie et al., 2015). First, linear models were constructed based on gene expression profiles and the experimental conditions, including time point and MS-275 treatment, utilizing the lmFit function. Second, the contrasts.fit function was employed to compute estimated coefficients and standard errors for a given experimental comparison. Finally, an empirical Bayes framework implemented in the eBayes function was used to compute the statistics of differential expression of all genes. The temporal clusters were determined by the fuzzy c-mean algorithm produced with the Mfuzz package (Futschik and Carlisle, 2005). For each tissue, genes with a *p*-value < 0.05 in one of the comparisons, i.e., 3 dpa vs. 0 dpa, 8 dpa vs. 0 dpa, dpa8 vs. dpa 3, 3 dpa w/MS-275 vs. 0 dpa, 8 dpa w/MS-275 vs. 0 dpa and 8 dpa w/MS-275 vs. 3 dpa w/MS-275, were considered for clustering analysis, and time-series profiles with and without treatment of MS-275 (namely, [0 dap, 3 dpa, and 8dpa] and [0 dpa, 3 dpa w/MS-275, and 8 dpa w/MS-275]) were merged into a single matrix for clustering analysis. To identify the optimal number of clusters, we performed repeated soft clustering for cluster numbers ranging from 4 to 27 to calculate the minimum centroid distance between two cluster centers produced by c-means clustering (Schwammle and Jensen, 2010).

### Function Analysis

The gene sets of GO biological processes were obtained from MSigDB (v7.0). Genes that do not exist in the axolotl transcriptome were identified and eliminated from the analysis. Overrepresentation analysis (ORA) and GSEA were performed using the functions implemented in the clusterProfiler package (Yu et al., 2012). For GSEA, the genes were ranked based on the log-transformed *p*-values derived from the limma test with signs set to positive/negative for a fold change of > 1 or < 1, respectively. An enrichment map was constructed using in-house R scripts (R statistical environment version 3.5.2.; Additional File I) and was visualized with Cytoscape.

### Cell Abundance Estimation

The transcriptomic markers of the different cell types were defined by previous studies (Gerber et al., 2018; Leigh et al., 2018; The gene lists are summarized in Additional Files 3, 4 for ST- and epidermis-associated cells, respectively). The estimated potential abundance of each specific cell type was estimated by the arithmetic mean of the normalized read counts from all signature genes.

### RT-Q-PCR for Validation

RNA was prepared using TRIzol Reagent (Invitrogen). RNA samples from the epidermis and ST were harvested at 0, 3, and 8 dpa for Q-PCR analysis. At the 0 dpa time point, the proximal 2 mm of the amputated parts were harvested immediately after amputation.

The epidermis and underlying soft tissue were separately collected. Total RNA from the collected tissues was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, United States). Reverse transcription using Superscript III reverse transcriptase (Invitrogen) was performed at 50°C. The first-strand cDNAs were diluted 10 times with nuclease free water and served as templates for Q-PCR. Reactions were performed in a total volume of 10 μl using the SYBR Green kit (Stratagene, La Jolla, CA, United States) with 0.8 μM of each primer following the manufacturer’s instructions. The sequences of the gene-specific primers (Supplementary Table 4) were determined based on our next-generation transcriptome sequencing data. Q-PCR was performed and analyzed with the ABI StepOne Real-Time PCR System with StepOne software version 2.1 (Applied Biosystems, Foster City, CA, United States).

### Local Injection of MS-275 and a Wnt Inhibitor

Among the biological/signaling pathways modulated by the post-amputation surge in HDAC1 activity, the Wnt signaling pathways is one of the pathways determined to be prematurely activated in the healing stage when amputated limbs are treated with MS-275. To examine whether the shift in Wnt signaling-associated gene expression from 8 to 3 dpa may be causative of blastema formation defects upon HDAC1 inhibition, we performed rescue experiments with Wnt inhibitors. Two microliters of 1 μM Wnt inhibitor (Calbiochem, Billerica, MA, United States) was injected simultaneously with MS-275, or 25 mM MS-275 only or vehicle only was administered. The timing of inhibitor injection into the amputated limbs of juvenile axolotls was determined according to a study by Wang et al. (2019); Figure 1 and Supplementary Figure 8.

## Data Availability Statement

RNA-seq data from this study were deposited in the Gene Expression Omnibus (GEO) under accession number GSE157716.

## Ethics Statement

The animal study was reviewed and approved by the IACUC, NTU.

## Author Contributions

M-HW, C-LH, C-HW, L-LC, H-SL, and S-PL conceived and designed the experiments. M-HW performed chemical inhibition and isolated RNA for transcriptome analysis. C-LH performed computations and developed related resources. M-HW, C-LH, Y-TT, H-SL, and S-PL interpreted the results. H-SL provided funding and supervision throughout the study. M-HW, C-LH, and S-PL wrote the manuscript. All authors were involved in periodic discussions, contributed to manuscript editing, and approved the final version before submission.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Timing Does Matter: Nerve-Mediated HDAC1 Paces the Temporal Expression of Morphogenic Genes During Axolotl Limb Regeneration
**Source:** Front Cell Dev Biol. 2021 May 10;9:641987. doi: 10.3389/fcell.2021.641987
**Supplement:** Additional File I — The in-house developed scripts for the present study.

```

library(dplyr)
library(magrittr)

#####
#### Preprocessing and Normalization
#####
data.dir <- "/path/to/data"
countFile <- file.path(data.dir, "expected_count.txt")
sampleFile <- file.path(data.dir, "samples.txt")
geneFile <- file.path(data.dir, "GFZP01.1.annotation.updated.txt")

counts <- read.table(countFile, sep = "\t", header = TRUE, row.names = 1,
                     stringsAsFactors = FALSE, check.names = FALSE)
counts <- round(counts)

samples <- read.table(sampleFile, sep = "\t", header = TRUE, row.names = 1,
                     stringsAsFactors = FALSE, check.names = FALSE)

genes <- read.table(geneFile, sep = "\t", header = TRUE, row.names = "ID",
                   stringsAsFactors = FALSE, check.names = FALSE, quote = "",
                   comment.char = "")

edgeR.obj <- edgeR::DGEList(counts = counts, samples = samples, genes = genes,
                           remove.zeros = TRUE)
edgeR.obj <- edgeR::calcNormFactors(edgeR.obj)

obj.WE <- obj[, c("O-WE-2", "O-WE-3", "D3-WE-2", "D3-WE-3",
                 "D8-WE-1", "D8-WE-2", "D3-WE-M1", "D3-WE-M2",
                 "D8-WE-M1", "D8-WE-M2")]
obj.ST <- obj[, c("O-ST-2", "O-ST-4", "D3-ST-4", "D3-ST-5",
                 "D8-ST-1", "D8-ST-2", "D3-ST-M1", "D3-ST-M2",
                 "D8-ST-M1", "D8-ST-M2")]

keep.genes.WE <- rowSums(obj.WE$counts == 0) < 6
obj.WE <- obj.WE[keep.genes.WE, , keep.lib.sizes = FALSE]
obj.WE <- edgeR::calcNormFactors(obj.WE, method = "TMM")
keep.genes.ST <- rowSums(obj.ST$counts == 0) < 6
obj.ST <- obj.ST[keep.genes.ST, , keep.lib.sizes = FALSE]

```

```

obj.ST <- edgeR::calcNormFactors(obj.ST, method = "TMM")

saveRDS(obj.WE, file.path(data.dir, "WE.DEGList.rds"))
saveRDS(obj.ST, file.path(data.dir, "ST.DEGList.rds"))

### Heatmap of all profiled genes (Figure 1B)
annotation_color <- list(Day = c("grey90", "#9F9AC8", "#6B52A2"),
  Treatment = c(No = "#263C91", MS275 = "#D04A38"))

pheatmap::pheatmap(log2(edgeR::cpm(obj.WE)+1),
  breaks = seq(-2, 2, length.out = 100),
  cluster_rows = FALSE,
  show_colnames = FALSE,
  show_rownames = FALSE,
  annotation_row = subset(obj.WE$samples, select = c("Day", "Treatment")),
  treeheight_col = 12,
  legend = FALSE,
  annotation_legend = FALSE,
  annotation_names_row = FALSE,
  annotation_colors = annotation_color)

pheatmap::pheatmap(log2(edgeR::cpm(obj.ST)+1),
  breaks = seq(-2, 2, length.out = 100),
  cluster_rows = FALSE,
  show_colnames = FALSE,
  show_rownames = FALSE,
  annotation_row = subset(obj.ST$samples, select = c("Day", "Treatment")),
  treeheight_col = 12,
  legend = FALSE,
  annotation_legend = FALSE,
  annotation_names_row = FALSE,
  annotation_colors = annotation_color)

### PCA analysis (Figure 1C)
col.day <- c("WED0" = "grey70", "STD0" = "grey70",
  "WED3" = "#98CFE3", "STD3" = "#98CFE3",
  "WED8" = "#FF989F", "STD8" = "#FF989F",
  "WED3MS" = "#017AB3", "STD3MS" = "#017AB3",

```

```
"WED8MS" = "#F61F35", "STD8MS" = "#F61F35")
```

```
pca <- prcomp(t(log2(edgeR::cpm(obj.WE)+1)), center = TRUE, scale. = TRUE)
eigs <- pca$sdev^2
pc.1 <- eigs[1] * 100 / sum(eigs)
pc.2 <- eigs[2] * 100 / sum(eigs)
```

```
xlab <- paste("PC", pc[1], " (", format(pc.1, digit = 2, nsmall = 2), "%)", sep
= "")
ylab <- paste("PC", pc[2], " (", format(pc.2, digit = 2, nsmall = 2), "%)", sep
= "")
```

```
par(mgp = c(1, 0.3, 0))
plot(pca$x[,c(1,2)], xlab = "", ylab = "", col = "white",
      xaxt = "n", yaxt = "n", tck = -0.01, main = "Epidermis")
points(pca$x[,c(1,2)], pch = 16, col = col.day[obj.WE$samples$Condition], cex =
16)
```

```
text(pca$x[,1], pca$x[,2] + 1.5, labels = p.text, col = col, cex = 1.0)
```

```
axis(1, tck = -0.01, cex.axis = 0.6)
axis(2, las = 2, tck = -0.01, cex.axis = 0.6)
```

```
mtext(xlab, side = 1, line = 1.5, cex = 0.75)
mtext(ylab, side = 2, line = 1.5, cex = 0.75)
box()
```

```
pca <- prcomp(t(log2(edgeR::cpm(obj.ST)+1)), center = TRUE, scale. = TRUE)
eigs <- pca$sdev^2
pc.1 <- eigs[1] * 100 / sum(eigs)
pc.2 <- eigs[2] * 100 / sum(eigs)
```

```
xlab <- paste("PC", pc[1], " (", format(pc.1, digit = 2, nsmall = 2), "%)", sep
= "")
ylab <- paste("PC", pc[2], " (", format(pc.2, digit = 2, nsmall = 2), "%)", sep
= "")
```

```
par(mgp = c(1, 0.3, 0))
```

```
plot(pca$x[,c(1,2)], xlab = "", ylab = "", col = "white",
     xaxt = "n", yaxt = "n", tck = -0.01, main = "Soft tissue")
points(pca$x[,c(1,2)], pch = 16, col = col.day[obj.ST$samples$Condition], cex =
16)
```

```
text(pca$x[,1], pca$x[,2] + 1.5, labels = p.text, col = col, cex = 1.0)
```

```
axis(1, tck = -0.01, cex.axis = 0.6)
axis(2, las = 2, tck = -0.01, cex.axis = 0.6)
```

```
mtext(xlab, side = 1, line = 1.5, cex = 0.75)
mtext(ylab, side = 2, line = 1.5, cex = 0.75)
box()
```

```
#####
#### Differential expression analysis
#####
group <- factor(obj.WE$samples$Condition)
```

```
## c: without MS-275; t: with MS-275
## 0, 3 and 8: 0 dpa, 3 dpa, and 8 dpa
```

```
design <- model.matrix(~0 + group)
colnames(design) <- gsub("group", "", colnames(design))
contrast.matrix <- limma::makeContrasts(
  c3.c0 = WED3-WED0,
  c8.c0 = WED8-WED0,
  c8.c3 = WED8-WED3,
  t3.c0 = WED3MS-WED0,
  t8.c0 = WED8MS-WED0,
  t8.t3 = WED8MS-WED3MS,
  t3.c3 = WED3MS-WED3,
  t8.c8 = WED8MS-WED8,
  levels = design)
```

```
v <- limma::voom(obj.WE, design)
vfit <- limma::lmFit(v, design)
vfit <- limma::contrasts.fit(vfit, contrasts = contrast.matrix)
```

```

efit <- limma::eBayes(vfit)
limma.res <- list()

for (tag in colnames(contrast.matrix)){
  limma.res[[tag]] <- subset(limma::topTable(efit, coef=tag, number = Inf),
    select = c("Transcript", "Symbol", "logFC", "P.Value", "adj.P.Val"))
}

saveRDS(limma.res, file = file.path(data.dir, "limma.res.WE.rds"))

## ST
group <- factor(obj.WE$samples$Condition)

design <- model.matrix(~0 + group)
colnames(design) <- gsub("group", "", colnames(design))
contrast.matrix <- limma::makeContrasts(
  c3.c0 = STD3-STD0,
  c8.c0 = STD8-STD0,
  c8.c3 = STD8-STD3,
  t3.c0 = STD3MS-STD0,
  t8.c0 = STD8MS-STD0,
  t8.t3 = STD8MS-STD3MS,
  t3.c3 = STD3MS-STD3,
  t8.c8 = STD8MS-STD8,
  levels = design)

v <- limma::voom(obj.ST, design)
vfit <- limma::lmFit(v, design)
vfit <- limma::contrasts.fit(vfit, contrasts = contrast.matrix)
efit <- limma::eBayes(vfit)
limma.res <- list()

for (tag in colnames(contrast.matrix)){
  limma.res[[tag]] <- subset(limma::topTable(efit, coef=tag, number = Inf),
    select = c("Transcript", "Symbol", "logFC", "P.Value", "adj.P.Val"))
}

saveRDS(limma.res, file = file.path(data.dir, "limma.res.ST.rds"))

```

```
#####
#### Identification of temporal-expression clusters
#####
## Averaging the expression value of two replicates
avgByGroup <- function(exp, group){
  out <- c()
  fs <- unique(group)
  for (f in fs){
    m <- apply(exp[,group == f], 1, mean)
    out <- cbind(out, m)
  }
  colnames(out) <- fs
  out
}

exprs.WE.avg <- avgByGroup(log2(edgeR::cpm(obj.WE)) + 1, obj.WE$Condition)
exprs.ST.avg <- avgByGroup(log2(edgeR::cpm(obj.ST)) + 1, obj.ST$Condition)

collectDiffGenes <- function(limma.obj, tags){
  genes <- c()
  for (tag in tags){
    dat <- limma.obj[[tag]]
    gl <- with(dat, rownames(dat[P.Value < 0.05,]))
    genes <- c(genes, gl)
  }
  genes <- unique(genes)
  genes
}

## Only considering the differentially expressed genes
tags <- c("c3.c0", "c8.c3", "t3.c0", "t8.t3", "c8.c0", "t8.c0")

genes.WE <- file.path(data.dir, "limma.res.WT.rds") %>% readRDS() %>%
collectDiffGenes(tags)
genes.ST <- file.path(data.dir, "limma.res.ST.rds") %>% readRDS() %>%
collectDiffGenes(tags)
```

```

gene.df.WE.filter <- gene.df.WE[genes.WE,]
gene.df.ST.filter <- gene.df.WE[genes.ST,]

exprs.WE.filter <- exprs.WE.avg[genes.WE,]
exprs.ST.filter <- exprs.ST.avg[genes.ST,]

exprs.WE.Ctrl <- exprs.WE.filter[, c("WED0", "WED3", "WED8")]
exprs.WE.MS <- exprs.WE.filter[, c("WED0", "WED3MS", "WED8MS")]

exprs.ST.Ctrl <- exprs.ST.filter[, c("STD0", "STD3", "STD8")]
exprs.ST.MS <- exprs.ST.filter[, c("STD0", "STD3MS", "STD8MS")]

## Cluster analysis using Mfuzz
library(Mfuzz)

processESET <- function(exprs){
  eset <- new("ExpressionSet", exprs=exprs)
  eset.s <- standardise(eset)
  return(eset.s)
}

runMfuzz <- function(exprs, c=8){
  eset.s <- processESET(exprs)
  m1 <- mestimate(eset.s)
  cl <- mfuzz(eset.s, m=m1, c=c)
  return(cl)
}

if (TRUE){
  ## WE
  tmp1 <- exprs.WE.Ctrl
  row.names(tmp1) <- paste(row.names(tmp1), "ctrl", sep = "_")
  tmp2 <- exprs.WE.MS
  row.names(tmp2) <- paste(row.names(tmp2), "ms", sep = "_")

  tmp.WE <- rbind(tmp1, tmp2)

  mfobj.WE <- runMfuzz(tmp.WE, c = 8)

```

```

saveRDS(mfobj.WE, file.path(data.dir, "WE.MFuzz.rds"))
png(file.path(analysis.dir, "Mfuzz_WE.origin.png"), width = 32, height = 12,
units = "cm", res = 1200)
par(mar = c(4, 4, 2, 2))
mfuzz.plot2(processESET(tmp.WE), cl=mfobj.WE, time.labels=c("D0", "D3",
"D8"),
x11 = FALSE, cex.lab = 1, cex.main = 1, cex.axis = 1,
min.mem = 0.2, mfrow = c(2, 4))
dev.off()

## ST
tmp1 <- exprs.ST.Ctrl
row.names(tmp1) <- paste(row.names(tmp1), "ctrl", sep = "_")
tmp2 <- exprs.ST.MS
row.names(tmp2) <- paste(row.names(tmp2), "ms", sep = "_")

tmp.ST <- rbind(tmp1, tmp2)

mfobj.ST <- runMfuzz(tmp.ST, c = 8)
#mfuzz.plot(processESET(tmp.ST), cl=mfobj.ST, time.labels=c("D0", "D3",
"D8"),
# min.mem = 0.2, mfrow = c(4, 2))
saveRDS(mfobj.ST, file.path(data.dir, "ST.MFuzz.rds"))
png(file.path(analysis.dir, "Mfuzz_ST.origin.png"), width = 32, height = 12,
units = "cm", res = 1200)
par(mar = c(4, 4, 2, 2))
mfuzz.plot2(processESET(tmp.ST), cl=mfobj.ST, time.labels=c("D0", "D3",
"D8"),
x11 = FALSE, cex.lab = 1, cex.main = 1, cex.axis = 1,
min.mem = 0.2, mfrow = c(2, 4))
dev.off()
}

```

```

## Re-name cluster numbers to make expression pattern consistency
if (TRUE){
mfobj.WE <- readRDS(file.path(data.dir, "WE.MFuzz.rds"))
order.WE <- c(1, 4, 2, 5, 8, 6, 3, 7)
new.label.WE <- c(1, 3, 7, 2, 4, 6, 8, 5)

```

```

mfobj.WE.edit <- mfobj.WE
mfobj.WE.edit$size <- mfobj.WE.edit$size[order.WE]
mfobj.WE.edit$membership <- mfobj.WE.edit$membership[, order.WE]
colnames(mfobj.WE.edit$membership) <- c(1:8)
cluster.WE <- factor(mfobj.WE$cluster)
levels(cluster.WE) <- new.label.WE
cluster.WE <- as.character(cluster.WE)
cluster.WE <- as.numeric(cluster.WE)
names(cluster.WE) <- names(mfobj.WE$cluster)
mfobj.WE.edit$cluster <- cluster.WE
saveRDS(mfobj.WE.edit, file.path(data.dir, "WE.MFuzz.modified.rds"))

```

```

mfobj.ST <- readRDS(file.path(data.dir, "ST.MFuzz.rds"))
order.ST <- c(2, 1, 8, 6, 5, 7, 3, 4)
new.label.ST <- c(2, 1, 7, 8, 5, 4, 6, 3)
mfobj.ST.edit <- mfobj.ST
mfobj.ST.edit$size <- mfobj.WE.edit$size[order.ST]
mfobj.ST.edit$membership <- mfobj.ST.edit$membership[, order.ST]
colnames(mfobj.ST.edit$membership) <- c(1:8)
cluster.ST <- factor(mfobj.ST$cluster)
levels(cluster.ST) <- new.label.ST
cluster.ST <- as.character(cluster.ST)
cluster.ST <- as.numeric(cluster.ST)
names(cluster.ST) <- names(mfobj.ST$cluster)
mfobj.ST.edit$cluster <- cluster.ST
saveRDS(mfobj.ST.edit, file.path(data.dir, "ST.MFuzz.modified.rds"))

```

```

}
```

How the deposited data were processed for this re-analysis (not part of the article)

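Gene expression was measured by RNA sequencing in 20 samples of regenerating axolotl limbs, 10 of the epidermis and 10 of the ST. The limbs were collected at 0 dpa or after DMSO or MS-275 at 3 and 8 dpa, with 2 biological replicates in each of 10 groups. The authors checked the reads with FastQC, trimmed them with cutadapt, aligned them to the axolotl transcriptome with bowtie2 and quantified transcripts with RSEM. The deposited table holds the authors' TPM of each transcript, rounded to 2 decimals, and the TPM of every sample have the same sum up to rounding. The authors then scaled the samples with the trimmed mean of M-values in edgeR and tested differences with limma's voom. Neither the counts nor that scaling are in the table, so the voom step was not repeated, and the depth of each sample is unknown. Between 72566 and 92979 transcripts per sample had a TPM above 0.

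Each column of the table was matched to a sample by its label, and all 20 were used. Transcripts with a TPM above 0 in at least 5 of the 10 samples of a tissue were tested. The paper's Additional File I applies the same rule to counts. limma 3.58.1 in R 4.3.3 was fitted to log2(TPM + 0.1) per tissue, with 5 groups, a trend of the prior variance with the mean and no other term. In each tissue 8 comparisons were made: the 6 time point comparisons of the paper and the direct comparisons of MS-275 with DMSO at 3 and at 8 dpa. The difference of the MS-275 effect between tissues and between time points was tested by interaction contrasts. All tests were two-sided with Benjamini-Hochberg adjustment. In a test on simulated data with 200 changed transcripts, 91 were called and 3 of the others were called. The simulated changes were large, with a median estimate of 3.94 on the log2 scale for the raised transcripts.

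Signatures were tested as sets with limma's fry, adjusted over the sets of a tissue, and their level was the mean TPM over the marker genes with a paired transcript, where the paper averages normalized read counts over all signature genes. Gene symbols came from shortened copies of the paper's Additional Files B and F. These copies show 6830 transcripts, 4778 of them with a symbol, for 3518 symbols. The full lists are longer, with 22413 transcripts at 3 dpa vs. 0 dpa in ST. The transcripts shown are a part of the paper's own calls in control samples. Of 71 genes named in the paper, 44 were paired with a transcript, and the other genes were not analysed here. Named in the text were every paired gene that the paper names and, in each tissue, the 5 paired symbols with the largest rise and the 5 with the largest fall with MS-275 at 3 dpa among those with an adjusted p under 0.05, of which 1 is not reported here.

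Clusters were found by fuzzy c-means in e1071 1.7.16, the method behind the paper's Mfuzz, with 8 centres, a start from evenly spaced profiles, and at most 500 iterations. In ST the fit converged in 487 iterations. In ST, the fits with a pseudocount of 1, with a mean TPM of at least 1, from a random start and over all expressed transcripts stopped at 500 iterations, as did 3 ST fits that left out a replicate (replicate 2 at 8 dpa, replicate 1 at 3 dpa with MS-275 and replicate 1 at 8 dpa with MS-275) and the epidermis fits with a mean TPM of at least 1 and over all expressed transcripts. PCA used log2(TPM + 1), scaled per transcript, and the share of variance between conditions had an exact permutation test over all splits of 10 samples into 5 pairs.

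The alternatives tried were a pseudocount of 1, a mean TPM of at least 1, TPM rescaled by median ratios, limma without the trend, the replicate number as a block, all 20 samples in one model, leaving out each replicate in turn, other filters on low TPM, other levels and set tests for the signatures, and other inputs, starts and a division into 8 equal sectors for the clusters. Settings and comparisons were chosen before the data were examined, apart from a crossed replicate block for 1 comparison and the tests that the closing section names as chosen after the result was seen. Gene set enrichment analysis, over-representation analysis, Q-PCR and the Wnt experiments were not analysed here, since the Gene Ontology sets used by the authors were not at hand and the latter experiments are not in the table.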

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

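The test on epidermis-enriched transcripts was chosen only after the result was seen.

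In ST, 3046 transcripts were changed between MS-275 and DMSO at 3 dpa, a comparison that the paper's Additional File I also defines. Higher with MS-275 were 2507 and lower were 539. Among the genes with a symbol, the largest rises were those of S100G (log2 fold change 8.91), S100A1 (8.60), CSRP1 (8.18), TGM3 (8.02) and a transcript of KRT12 (7.81). The transcript of S100G had a TPM of 0.170 ± 0.170 with DMSO and 134 ± 96.0 with MS-275, and that of CSRP1 was listed at 0 in both controls. The largest falls were those of NASP (-7.03), TY3B-G (-5.22), TREX2 (-4.68), CMBL (-4.66) and PEG10 (-3.99). A technical explanation is that more epidermis was carried over into the ST samples at 3 dpa with MS-275. Epidermal keratin transcripts in ST had a median log2 fold change of 5.81, and 8 of 8 were higher. The 7921 epidermis-enriched transcripts, at least 10 times as abundant in the epidermis as in ST at 0 dpa, had a median of 0.63. That of all transcripts tested was 0.09. The keratins thus rose far more than epidermis-enriched transcripts as a set. That set had no minimum TPM, and the added 0.1 dampens changes at a low TPM. The difference therefore does not argue against carry-over. Of the transcripts called higher, 36.8% (922) were at least 10 times as abundant in the epidermis as in ST at 0 dpa, compared with 9.05% of all transcripts tested, and 1585 of the transcripts called higher were not. Epidermal transcripts in the ST samples may therefore account for a part of the calls. Scaling changed the number less, to 2196 with rescaled TPM. Carry-over of epidermis remains a technical explanation, and a biological one, such as epidermal genes expressed within the ST under MS-275, cannot be told apart from it.

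The effect of MS-275 at 3 dpa differed between ST and the epidermis for 381 of 79058 transcripts in the test of the difference itself, 276 of them with the higher effect in ST and 105 with the lower. The unadjusted p was under 0.05 for 8890. With rescaled TPM, 379 differed. By the paper's number of 20 animals, both tissues came from the same animals, while the sample labels do not show which samples share a pool, so the test treated them as independent. The replicate block gave 524, and the deviations of same-numbered replicates of both tissues had a correlation across transcripts of -0.00303 at 3 dpa and 0.0687 at 3 dpa with MS-275. The same carry-over could give a higher effect in ST for epidermal transcripts. In ST, the keratins rose by a median of 5.81 on the log2 scale, and epidermis-enriched transcripts as a set by 0.63. How many of the 276 transcripts are epidermis-enriched was not counted, so a higher effect in ST cannot be told apart from carry-over. The tissue enrichment of the 105 transcripts with a lower effect in ST (79 with rescaled TPM) was not examined either. Whether carry-over contributed to them was therefore not tested.

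The effect of MS-275 in ST differed between 8 and 3 dpa for 1084 transcripts in the test of the difference itself, of which 963 had a lower effect at 8 dpa and 121 a higher one. The unadjusted p was under 0.05 for 14826. With rescaled TPM the number was 151, with 99 lower and 52 higher. The median ratio factors of the ST samples at 8 dpa were 1.50 and 1.45 with DMSO and 1.06 and 1.11 with MS-275. The scaling of the 8 dpa controls may thus account for most of the 1084 calls, although median ratios would also remove a change shared by most transcripts. Epidermal keratin transcripts in ST had a median log2 fold change with MS-275 of 5.81 at 3 dpa and -1.002 at 8 dpa, so carry-over of epidermis at 3 dpa also remains as an explanation for a part of them.

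In the epidermis, 10741 transcripts were changed between MS-275 and DMSO at 8 dpa, 8982 of them lower with MS-275. The paper's Additional File I also defines this comparison. With rescaled TPM, 4361 were changed and the balance was the opposite, with 2758 higher and 1603 lower. The median log2 fold change of all transcripts was -0.48 as deposited and 0.03 after rescaling. The excess of lower transcripts could therefore come from the scaling, although median ratios would also remove a fall shared by most transcripts. How many transcripts were called under both scalings was not counted. No other technical explanation was tested for this comparison.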

How the results depend on the processing

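The alternatives were chosen before the data were examined, except a replicate block with the numbers crossed at 8 dpa with MS-275. The fCT I, fCT II, fCT III, fCT V, tendon, periskeletal and small secretory cell signatures kept their direction under every alternative with a test. Their adjusted p stayed under 0.05. Leaving out the trend in limma and taking the mean of log2(TPM + 0.1) did not alter the set test, so its p could not move under these. The number of expressed transcripts lay between 31656 and 128897 in ST and between 30707 and 128189 in the epidermis. The median of the late transcripts lay between 0.21, with a replicate left out, and 0.77, with rescaled TPM, where 1026 of them were found instead of 7088. Clusters are numbered by their order, and their shape differs between fits, so shares under the same numbers are not always the same transition. Where a value changed, the cause was not tested, apart from the scaling.

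With rescaled TPM, the numbers of changed ST transcripts were 11315 at 8 dpa vs. 0 dpa, 216 at 8 vs. 3 dpa, 11748 at 3 dpa with MS-275 vs. 0 dpa, 10523 at 8 dpa with MS-275 vs. 0 dpa, 5 between 3 and 8 dpa with MS-275, and 447 at 8 dpa with MS-275 vs. DMSO. In the epidermis they were 2272 at 3 dpa vs. 0 dpa, 3099 at 8 dpa vs. 0 dpa, 1326 at 8 vs. 3 dpa and 4361 at 8 dpa with MS-275 vs. DMSO. The effect of MS-275 at 8 minus 3 dpa in ST was changed for 151. The basal epidermis signature reversed to -0.18 (adjusted p = 0.339, range over its alternatives 0.0186 to 0.526). In ST the shares of cluster 4 to 5, 4 to 6, 4 to 7 and 2 to 8 were 0.230, 0.309, 0.162 and 0.276, and the epidermis share of 4 to 7 was 0.163. In the epidermis MSX2 reversed to -0.19 and CTTN to -0.10.

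With a pseudocount of 1, ST had 3971 changed transcripts at 8 vs. 3 dpa, 341 between 3 and 8 dpa with MS-275 and 4104 at 8 dpa with MS-275 vs. DMSO. The epidermis had 51 between 3 and 8 dpa with MS-275 and 572 at 3 dpa with MS-275 vs. DMSO, and the effect at 8 minus 3 dpa in ST had 2231. Epidermal Langerhans (0.28) and intermediate epidermis (0.62) passed the threshold with an adjusted p of 0.0389, with ranges over their alternatives of 0.0186 to 0.120 and 0.0186 to 0.11001. The 5 cluster shares in the order above were 0.0670, 0.0652, 0.0885, 0.0372 and 0.266. In the epidermis HOXA11 reversed to -0.0137 and MSX2 to -0.000566.

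With a mean TPM of at least 1, ST had 3261 changed at 8 vs. 3 dpa, 2692 at 8 dpa with MS-275 vs. DMSO and 25982 with an unadjusted p under 0.05 in any of 6 comparisons. The epidermis had 2260 at 3 dpa vs. 0 dpa, 7967 at 8 vs. 3 dpa, 166 between 3 and 8 dpa with MS-275, 1140 at 3 dpa with MS-275 vs. DMSO and 23349 in any of 6 comparisons. The effect at 8 minus 3 dpa had 1668. The shares were 0.0997, 0.144, 0.224, 0.0659 and 0.221.

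Without the trend in limma, ST had 584 at 8 vs. 3 dpa and 371 at 8 dpa with MS-275 vs. DMSO. The epidermis had 278 at 3 dpa vs. 0 dpa, 3332 at 8 dpa vs. 0 dpa, 2306 at 8 vs. 3 dpa, 3 between 3 and 8 dpa with MS-275 and 173 at 3 dpa with MS-275 vs. DMSO. The effect at 8 minus 3 dpa had 717, and that in ST minus the epidermis 232.

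With the replicate block, ST had 506 at 8 vs. 3 dpa, 9 between 3 and 8 dpa with MS-275, 1870 at 3 dpa with MS-275 vs. DMSO and 192 at 8 dpa with MS-275 vs. DMSO. The epidermis had 527 at 3 dpa vs. 0 dpa, 3288 at 8 vs. 3 dpa, 2 between 3 and 8 dpa with MS-275 and 113 at 3 dpa with MS-275 vs. DMSO, and the effect at 8 minus 3 dpa had 497. The cycling cells signature was -0.53 with an adjusted p of 0.0530 (range over its alternatives 0.000228 to 0.0530), and intermediate epidermis 0.62 with 0.0494. Replicates are pools of different animals, and the correlation of same-numbered deviations was between -0.10 and 0.121, so these numbers do not measure a weaker effect.

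With all 20 samples in one model, ST had 5281 at 8 vs. 3 dpa, 1658 between 3 and 8 dpa with MS-275, 6710 at 3 dpa with MS-275 vs. DMSO and 4101 at 8 dpa with MS-275 vs. DMSO. The epidermis had 2202 at 3 dpa vs. 0 dpa, 121 between 3 and 8 dpa with MS-275 and 1412 at 3 dpa with MS-275 vs. DMSO, and the effect at 8 minus 3 dpa had 3920. Basal epidermis (0.0700), epidermal Langerhans (0.28) and intermediate epidermis (0.62) had an adjusted p of 0.0186 each, the lowest of their ranges.

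The mean of log2(TPM + 0.1) reversed fCT IV to 0.85 and proliferating epidermis to 0.15, and camera in place of fry gave intermediate epidermis (0.62) an adjusted p of 0.0295. The 5 shares were 0.334, 0.319, 0.0900, 0.230 and 0.181 with 8 equal sectors, 0.147, 0.221, 0.281, 0.273 and 0.182 from a random start, 0.109, 0.143, 0.237, 0.0843 and 0.301 over transcripts with an adjusted p under 0.05, and 0.101, 0.109, 0.197, 0.112 and 0.223 over all expressed transcripts. Summing the paired transcripts reversed CTTN in ST to 0.17 at 3 dpa with MS-275 vs. DMSO and to 0.54 at 8 vs. 3 dpa.

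Across the 10 fits per tissue that each left out one replicate, the ST shares ranged from 0.0683 to 0.128 (4 to 5), 0.0781 to 0.163 (4 to 6), 0.129 to 0.263 (4 to 7) and 0.0433 to 0.122 (2 to 8), and the epidermis share from 0.2098 to 0.2703. The share of variance between conditions ranged from 68.6 to 71.5 in ST and from 65.7 to 69.0 in the epidermis. A group left with a single sample adds no spread within groups, which raises this share by construction. The range therefore does not test the separation. Among single genes, 91 results were weaker, 33 stronger and 6 reversed over the alternatives that kept all replicates. With a replicate left out, the sign of further genes changed, among them HOXA11 (-0.58 to 0.22) and ITGA8 (-0.05 to 0.52) in ST and COL1A2 (-0.46 to 1.36), HOXA10 (-1.10 to 0.86) and PCNA (-0.92 to 0.12) in the epidermis. The sign also changed for fCT IV (-0.28 to 0.06), basal epidermis (-0.0133 to 0.16) and proliferating epidermis (-0.43 to 0.11). In the PCA, 31 values moved, counting the fits without a replicate. The depth is unknown, and 2 replicates per group limit the tests, since a permutation of 2 against 2 cannot reach a p under 0.333. The simulated data showed 45.5% of changed transcripts recovered at this size. Those changes were large, with a median estimate of 3.94 on the log2 scale for the raised transcripts. The share recovered for smaller changes was not tested.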

Differences from the paper's values

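In ST, the share of cluster 4 that passed to cluster 5 was 0.0791, where the paper's value is about 0.16 in Fig. 3C, read by eye. Clusters are numbered by their order, and a number does not keep its shape between fits, so a share close to the paper's value under the same numbers does not show that the same transition was found. Of the alternatives set before the data were examined, the share under these numbers came within a factor of 1.5 of the paper's value with rescaled TPM (0.230), from a random start (0.147) and over transcripts with an adjusted p under 0.05 (0.109). It did not with a pseudocount of 1 (0.0670), a mean TPM of at least 1 (0.0997), 8 equal sectors (0.334) or all expressed transcripts (0.101).

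The share of cluster 4 to 6 was 0.0748, where the paper's value is about 0.24 in Fig. 3C, read by eye. The share under these numbers came within a factor of 1.5 of the paper's value with rescaled TPM (0.309), 8 equal sectors (0.319) and a random start (0.221). It did not with a pseudocount of 1 (0.0652), a mean TPM of at least 1 (0.144), transcripts with an adjusted p under 0.05 (0.143) or all expressed transcripts (0.109).

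The share of cluster 4 to 7 was 0.125, where the paper's value is about 0.27 in Fig. 3C, read by eye. The share under these numbers came within a factor of 1.5 of the paper's value with a mean TPM of at least 1 (0.224), a random start (0.281), transcripts with an adjusted p under 0.05 (0.237) and all expressed transcripts (0.197). It did not with rescaled TPM (0.162), a pseudocount of 1 (0.0885) or 8 equal sectors (0.0900).

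The share of cluster 2 to 8 was 0.0477, where the paper's value is about 0.21 in Fig. 3C, read by eye. The share under these numbers came within a factor of 1.5 of the paper's value with rescaled TPM (0.276), 8 equal sectors (0.230) and a random start (0.273). It did not with a pseudocount of 1 (0.0372), a mean TPM of at least 1 (0.0659), transcripts with an adjusted p under 0.05 (0.0843) or all expressed transcripts (0.112). The centre of cluster 8 was -1.04, 0.93 and 0.11 in the reported fit and 0.86, 0.22 and -1.07 with rescaled TPM. It was 0.58, 0.58 and -1.15 with equal sectors and -0.56, 1.13 and -0.58 from the random start, so these are not the same transition. The paper describes a decline that MS-275 delays. Of these centres, those with rescaled TPM and with equal sectors fall late. The share of 0.0477 therefore does not measure the transition that the paper describes.

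In the epidermis, 22401 transcripts had an unadjusted p under 0.05 at 8 dpa vs. 3 dpa, where the paper's supplement gives the paper's value as 14074. The number came within a factor of 1.5 with rescaled TPM (13767). It also did with a mean TPM of at least 1 (13244), where fewer transcripts were tested (30707 instead of 88139) and more had an adjusted p under 0.05 (7967 instead of 5095), so that number does not bring the result nearer to the paper's. It did not with a pseudocount of 1 (23927), without the trend in limma (22122), with the replicate block (21734) or with all 20 samples in one model (21935).

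The paper states that the numbers of fCT I, II, III and IV cells were lower at 3 dpa than at 0 dpa in the control. The log2 ratio of the mean TPM at 3 dpa vs. 0 dpa was 1.19 for fCT II and 1.13 for fCT III, -0.03 for fCT I and -0.30 for fCT IV. Counted by gene, 8 of 13 fCT II genes and 3 of 4 fCT III genes were lower, and 10 and 3 with rescaled TPM. The paper lists the fCT cells among those with higher marker expression at 3 dpa with MS-275, or with a missing decrease. The level of fCT IV was lower with MS-275 (-0.12), and higher (0.85) with the mean of log2(TPM + 0.1).

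The paper names HOXA11 and HOXD10 for the transition from cluster 4 to 5 and CTTN for that from 4 to 6, which it treats as possible signs of premature expression. The log2 fold changes of HOXA11, HOXD10 and CTTN in ST at 3 dpa with MS-275 vs. DMSO were -0.18, -0.55 and -0.21. That of CTTN was 0.17 when its paired transcripts were summed. In the reported fit, HOXA11 and HOXD10 passed from cluster 5 to 6 with MS-275, and CTTN stayed in cluster 7. The paper places the genes of both lists in cluster 4 with DMSO. Of the 19 paired genes of the first list 3 were there, and of the 14 of the second 0. Of the 4 paired genes named for the transition from cluster 4 to 7, 2 were there. This rests on the transcript with the highest mean TPM for each symbol. Another paired transcript was in cluster 4 with DMSO for SULF1, COL5A1 and COL1A1 of the second list, and in cluster 5 for CTNNB1, CTTN and CTHRC1. It also rests on the numbering in one fit. Its cluster 4 had a centre of -0.27, -0.82 and 1.09, while cluster 4 from a random start (-0.82, -0.28 and 1.10) and with rescaled TPM (-0.84, -0.24 and 1.08) had the shape of cluster 5 in the reported fit (-0.90, -0.17 and 1.07), where 13 and 11 of the genes of both lists were. The clusters of these genes in the other fits were not counted.

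The paper describes MMP13, FGFR1, SOX9, TGFB2, MSX2 and FN1 as expressed too early under MS-275. All 6 were higher at 3 dpa with MS-275, and none had an adjusted p under 0.05. SOX9 had one with all 20 samples in one model (0.0164, range over its alternatives 0.0164 to 0.159). The paper describes epidermal Langerhans and intermediate epidermis as affected by HDAC1 inhibition. Their adjusted p was 0.0640 each. It was under 0.05 for both with a pseudocount of 1 (0.0389) and with all 20 samples in one model (0.0186), and for intermediate epidermis with the replicate block (0.0494) and with camera in place of fry (0.0295).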

Other observations

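The tests on the spread between replicates and on late transcripts without epidermis-enriched transcripts were chosen only after the result was seen.

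In ST, 91.8% of the transcripts changed at 8 dpa vs. 0 dpa were higher at 8 dpa. One explanation tested was that a few transcripts took much of the TPM at 0 dpa, where the 10 most abundant transcripts held 26.1% and 14.4%. After rescaling by median ratios, 53.5% of the calls were higher. Dividing by median ratios centres the fold changes, so this value cannot tell the composition of the libraries from a change shared by most transcripts. The 10 most abundant transcripts held 12.2% and 14.5% at 8 dpa, and at 0 dpa the replicate with 14.4% had the lower factor (0.516 against 0.662). The cause of the lean remains open.

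In ST, transcripts of cluster 4 passed to clusters 5, 6 and 7 under MS-275. The test was whether the spread between replicates gives as many transitions. From one control replicate to the other, a mean of 43.4% of the cluster 4 transcripts lay in clusters 5 to 7. The mean from a control replicate to the other MS-275 replicate was 33.9%. The starting replicate moved both values, which were 57.2% and 42.4% from control replicate 1 and 29.5% and 25.5% from control replicate 2. The spread between replicates could thus give transitions as frequent as those under MS-275. The order depended on how the clusters were drawn, since with 8 equal sectors the values were 48.7% and 71.7%.

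The late transcripts in ST had a median log2 fold change of 0.37 at 3 dpa with MS-275 vs. DMSO. Both 3 dpa controls entered the selection and the comparison. With one control for each, the median above that of all transcripts was -0.0111 in one direction and 0.14 in the other, so that a part or all of the shift could come from the shared controls. After rescaling, the median above that of all transcripts was 0.75, but this was in a newly selected set of 1026 transcripts instead of 7088, so it does not show whether scaling accounts for the shift of the 7088. Transcripts at least 10 times as abundant in the epidermis as in ST at 0 dpa did not account for all of the shift of the 7088. Without them, 6247 late transcripts remained, and their median was 0.32 instead of 0.37, which is 0.23 above that of all transcripts. Transcripts with a weaker enrichment in the epidermis were not tested. Because the shared controls remain as an explanation, an earlier rise of late transcripts under MS-275 cannot be told apart from it.

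The fCT I, II, III and V signatures were higher in ST at 3 dpa with MS-275 than with DMSO. The paper names homeostatic tissue in the samples as a possibility. Skeletal muscle transcripts, which would be higher with more homeostatic tissue, had a median log2 fold change of -1.81, so carry-over of muscle was not seen at 3 dpa. The mean TPM of muscle in the controls at 3 dpa had an SD of 764, and the spread between the controls limits this test. Keratin transcripts had a median log2 fold change of 5.81 in ST, and epidermis-enriched transcripts as a set had 0.63. The keratins point to epidermal RNA in these samples but do not test whether the fCT markers came from it. The share of the fCT signatures that epidermal RNA contributed was not measured.

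Between 3 and 8 dpa in ST, 1676 transcripts were changed with DMSO and 32 with MS-275, where 10549 had an unadjusted p under 0.05. Whether these changes differ was tested by the difference of the MS-275 effect between 8 and 3 dpa, which is the same contrast, and it was changed for 1084 transcripts as deposited and for 151 with rescaled TPM. The median SD between replicates was 1.08 times as high in the MS-275 groups as in the controls at 3 and 8 dpa, but limma used one spread per transcript for all groups, so this does not explain the lower number. With rescaled TPM, 216 and 5 transcripts were changed.

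In the epidermis, 368 transcripts were changed with MS-275 vs. DMSO at 3 dpa, 307 of them higher. Among the genes with a symbol, large rises were those of LIMS1 (log2 fold change 6.57, listed at 0 with DMSO), KAZALD1 (5.89), MMP18 (5.46) and RTCA (4.40, listed at 0 with DMSO). The largest falls were those of GP2 (-5.36), CCDC82 (-5.27), RNASEK-A (-4.91), VMO1 (-4.76) and TTC4 (-4.72). Of the markers that the paper proposes for later work in the epidermis, KRT12 had a log2 fold change of 0.60 (adjusted p = 0.412), COL17A1 of 0.79 (adjusted p = 0.238) and PCNA of -0.40 in this comparison. In ST, these log2 fold changes were 6.10 (adjusted p = 0.0134), 4.55 (adjusted p = 0.0256) and -0.42.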
